# Synergy of Omeprazole and Praziquantel *In Vitro* Treatment against *Schistosoma mansoni* Adult Worms

**DOI:** 10.1371/journal.pntd.0004086

**Published:** 2015-09-24

**Authors:** Giulliana T. Almeida, Regina C. G. Lage, Leticia Anderson, Thiago M. Venancio, Helder I. Nakaya, Patrícia A. Miyasato, Henrique K. Rofatto, Adhemar Zerlotini, Eliana Nakano, Guilherme Oliveira, Sergio Verjovski-Almeida

## Abstract

**Background:**

Treatment and morbidity control of schistosomiasis relies on a single drug, praziquantel (PZQ), and the selection of resistant worms under repeated treatment is a concern. Therefore, there is a pressing need to understand the molecular effects of PZQ on schistosomes and to investigate alternative or synergistic drugs against schistosomiasis.

**Methodology:**

We used a custom-designed *Schistosoma mansoni* expression microarray to explore the effects of sublethal doses of PZQ on large-scale gene expression of adult paired males and females and unpaired mature females. We also assessed the efficacy of PZQ, omeprazole (OMP) or their combination against *S*. *mansoni* adult worms with a survival *in vitro* assay.

**Principal Findings:**

We identified sets of genes that were affected by PZQ in paired and unpaired mature females, however with opposite gene expression patterns (up-regulated in paired and down-regulated in unpaired mature females), indicating that PZQ effects are heavily influenced by the mating status. We also identified genes that were similarly affected by PZQ in males and females. Functional analyses of gene interaction networks were performed with parasite genes that were differentially expressed upon PZQ treatment, searching for proteins encoded by these genes whose human homologs are targets of different drugs used for other diseases. Based on these results, OMP, a widely prescribed proton pump inhibitor known to target the ATP1A2 gene product, was chosen and tested. Sublethal doses of PZQ combined with OMP significantly increased worm mortality *in vitro* when compared with PZQ or OMP alone, thus evidencing a synergistic effect.

**Conclusions:**

Functional analysis of gene interaction networks is an important approach that can point to possible novel synergistic drug candidates. We demonstrated the potential of this strategy by showing that PZQ in combination with OMP displayed increased efficiency against *S*. *mansoni* adult worms *in vitro* when compared with either drug alone.

## Author Summary

Schistosomiasis causes severe health problems in endemic areas of Africa, Southeast Asia, and Central and South America. Praziquantel is the drug of choice for treatment of at-risk populations; however, evolution of resistant worms under repeated treatment is of great concern. Combining praziquantel with another drug could not only increase efficacy of praziquantel, but also eventually hamper development of drug resistance. Our study reports the global praziquantel-induced transcriptional changes of *Schistosoma mansoni* adult worms *in vitro*, in the context of the mature female mating status (paired or unpaired). We identified sets of genes that were differentially affected in paired or unpaired mature females; we also identified genes that were similarly affected in males and females. Aiming to find possible new candidates to be tested as synergistic drugs, we used functional analysis of gene interaction networks to identify parasite genes whose expression was affected by praziquantel, and encode proteins whose human homologs are targets of different drugs already used to treat other diseases. This analysis suggested omeprazole, a widely prescribed drug, as a potential partner for praziquantel in a combination treatment. Finally, we demonstrated that this praziquantel-omeprazole combination resulted in increased worm lethality *in vitro* when compared with praziquantel or omeprazole alone.

## Introduction

Schistosomiasis is a worldwide neglected disease that kills over 200,000 people annually. The disease is endemic in 76 countries distributed throughout Africa, Southeast Asia, and Central and South America, with more than 230 million infected people. *Schistosoma mansoni* is the most widespread causative species and the only one that constitutes a health problem in the Americas [1].

Until now, there is no effective vaccine available for schistosomiasis, and praziquantel (PZQ) is the only drug of choice for large-scale treatment of at-risk populations. PZQ is highly effective against all *Schistosoma* species that infect humans, having a high cure rate, low toxicity, and low cost [2,3]. However, PZQ treatment does not prevent reinfection, and infected animal models have shown resistance to PZQ upon repeated treatment [4,5]. The mechanisms of action of PZQ that result in the disruption of Ca^++^ homeostasis in the parasite, with paralysis and tegumental disruption, as well as the mechanism involved with parasite resistance to PZQ, have been reviewed [6,7].

The susceptibility of schistosomes to PZQ is dependent on the stage of worm maturation, young parasites being sensitivity only after 3–4 weeks of infection [8]. In mixed-sex infection, when male worms only are considered, they are more sensitive to PZQ than the whole (male + female) population [9], thus creating the possibility that paired mature females could be left unpaired after the death of their male partners [9]. On the other hand, in single-sex infection the unpaired females cannot fully mature [10–12], and are less sensitive to PZQ than the mature female from mixed-sex infection [9]. Given that pairing regulates the female-specific gene expression [13], there is a possibility that unpaired mature females could be more resistant to PZQ than paired mature females. The consequences of such possible differential susceptibility on the pattern of gene expression changes induced by PZQ have never been evaluated.

In this work, we analyzed the global PZQ-driven transcriptional changes of *S*. *mansoni* mature female and male worms in the context of the female mating status (paired or unpaired). Using our custom-designed *S*. *mansoni* microarray [14] we identified sets of genes that were affected in both paired and unpaired mature females, however with opposite gene expression patterns (up-regulated in paired and down-regulated in unpaired mature females), indicating that the transcriptional changes induced by PZQ in mature females are heavily influenced by the mating status. With functional analysis of gene interaction networks it was possible to identify a Na/K-ATPase gene differentially expressed in the presence of PZQ, whose human homolog gene product is a target of omeprazole (OMP), a drug used in humans for treating gastric ulcer, thus suggesting that OMP could be tested as a synergic drug against schistosomes. Indeed, we found that PZQ and OMP combinations were synergistic in *a*dult worms when tested *in vitro*, with OMP enhancing the effects of sublethal doses of PZQ.

## Methods

### Parasite materials

*S*. *mansoni* (LE strain) was maintained at *Centro de Pesquisas René Rachou*, *Fiocruz (Brazil)* by routine passage through *Biomphalaria glabrata* snails and female Swiss mice (mean weight 25 g), which were infected by subcutaneous route with 100 ± 10 cercariae [15]. Seven weeks after the infection, adult worms were recovered by perfusion of the portal-mesenteric system with 0.85% saline solution and 1% heparin [16].

Male and female adult worms obtained from the perfusion of mice were recovered mostly as paired mature couples, were washed in RPMI medium and were either kept as paired couples (“paired females” and “paired males”). Alternatively, mature females were separated from males by incubation at room temperature for 20 min and subsequently identified as “unpaired mature females”. Unpaired mature females and paired males-females were placed in separate plastic dishes containing RPMI 1640 medium (Gibco) supplemented with 1% Hepes (Gibco) pH 7.4, 10% Fetal Bovine Serum (FBS), 100 μg/mL Penicillin/ Streptomycin and 0.5 μg/mL Amphotericin B (Sigma). Worms were incubated at 37°C and 5% CO_2_ overnight to recover from the eventual stress of perfusion and separation, and in the following morning 0.1μg/ml PZQ (Far-Manguinhos, number 06082207) in 1% DMSO was added and further incubation proceeded for 16 h. In parallel, controls were incubated overnight under the same conditions, and in the following morning the vehicle (1% DMSO) was added and further incubation proceeded for 16 h. After the 16 hours, treated and control worms were washed in a RPMI 1640 medium without a pH indicator; after a 30-minute waiting period, parasites were observed and the few worms that were contracted or had acquired an opaque appearance were considered dead and discarded. The remaining treated or control worms were separately collected into RNA—later solution (Ambion), separated by gender (in the case of paired worms) and placed at 4°C overnight until RNA extraction. The experiment was performed on two biological replicates.

### Total RNA extraction and microarray experiments

Total RNA was extracted using Trizol (Invitrogen) according to the manufacturer's instructions. RNA was quantified using the Nanodrop ND-1000 UV/Vis spectrophotometer and RNA integrity was checked with Agilent 2100 Bioanalyzer microfluidic electrophoresis. Total RNA (300 ng) from each sample was converted to cDNA, linearly amplified with T7 RNA polymerase, and labeled using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies) following manufacturer specifications. Dye swap was used in the technical replicate to account for dye biases in the microarray experiments. Two technical replicate experiments were performed for each of two biological replicates.

The custom-designed oligonucleotide microarray used in this work was previously described [14] and it is comprised of 60-mers that probe the two strands of each contig that was assembled in the *S*. *mansoni* transcriptome project [17], including 19,829 probes representing 7,307 unique Smp genes predicted in the parasite genome v.5.2 [18] and 5,717 probes for additional *S*. *mansoni* transcripts [17]. The array slides (4x44K) were manufactured by Agilent Technologies. The microarray platform design along with gene name annotations was deposited at NCBI Gene Expression Omnibus (GEO) under accession number GPL8606. Slides were washed and processed according to the Agilent 60-mer Oligo Microarray Processing Protocol (Agilent Technologies) and scanned on a GenePix 4000B scanner (Molecular Devices).

### Microarray analysis

Intensity data were extracted from the scanned images with Feature Extraction software, version 11.0.1.1 (Agilent Technologies) with the standard two-color LOWESS normalization correction method. Microarray data are deposited at GEO (GSE66697).

For a gene that was represented in the array by multiple probes, we chose a single representative probe by selecting the probe with the smallest coefficient of variation (CV) among the replicas of almost all previously published experiments using this array; the selected probes (marked "YES, to be used in expression analysis") are listed in S1 Table along with gene names and annotations. A total of 11,132 probes marked “YES, to be used in expression analysis” represent each of 11,132 unique protein-coding genes under analysis. Additionally, there are 8,065 probes also marked “YES, to be used in expression analysis” having a sequence complementary to that of each of 8,065 protein-coding Smp genes, thus probing the eventual cis-antisense transcripts. The signal from these probes (marked “antisense” in S1 Table) was included in differential expression analysis, but excluded from further functional analyses. 

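Signals of the same condition were compared between biological replicate 1 and biological replicate 2 of each group, array by array. The mean Pearson r of the log2 processed signal over 8 such array pairs was 0.965 ± 0.002 (SD) in paired males, 0.925 ± 0.028 in paired females and 0.944 ± 0.016 in unpaired mature females. In paired females the PZQ-treated worms of both replicates were closer to each other (mean r 0.951 over 4 array pairs) than the control worms were (0.899). Unpaired mature females had the other order, with 0.929 for PZQ-treated and 0.959 for control worms. Paired males gave 0.964 and 0.965. Each r was taken across 41,739 probes of one pair of arrays, and probes are not independent replicates. Over the detected probes only, a choice made after seeing the values, the means were 0.955 in paired males, 0.863 in paired females and 0.904 in unpaired mature females.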

The calculated Pearson correlation of probes signal intensities between biological samples in the microarray experiments was: for paired males r = 0.94 ± 0.02, for paired females r = 0.88 ± 0.02, and for unpaired mature females r = 0.87 ± 0.03.

The Significance Analysis of Microarrays (SAM) tool was used to identify differentially expressed genes [19], applying the SAM one-class test, and genes were considered as significantly differentially expressed at q-value ≤ 0.05. Finally, we applied a cutoff filter and kept as differentially expressed only those genes with an average fold change greater than 1.5. In order to identify the differentially expressed genes upon PZQ exposure, for each tested condition the statistical analysis was performed with the replicate values of the ratio between gene expression in the PZQ-treated sample and in the corresponding no-drug (1% DMSO vehicle) control sample. The lists of significantly differentially expressed genes detected in each condition (unpaired mature females vs. its control, paired females vs. its control, and paired males vs. its control) were subsequently compared against each other.

### Pathway analysis of the differentially expressed genes

Ingenuity Pathway Analysis software (IPA) was used for transcriptomic analyses, identifying significantly enriched gene networks among the differentially expressed *S*. *mansoni* genes. IPA offers a systems-perspective for gene expression changes by integrating available literature information on model organisms (human, mouse and rat) regarding molecular and chemical interactions, cellular phenotypes as well as about signaling and metabolic pathways. *S*. *mansoni* genes encoding putative homologues of human proteins were identified as follows: the predicted *S*. *mansoni* Smp protein full-length sequence corresponding to each unique probe was aligned to the GenBank human proteins dataset (using BLASTp), with a BLASTp cutoff e-value ≤1×10^−9^ and query coverage ≥ 60%, thus identifying and annotating a total of 3,779 unique probes on the oligo-microarray. The GI number of each putative human homolog was associated to the respective *S*. *mansoni* probe (S2 Table) and the array expression and statistical significance analyses results were uploaded to IPA version 7.6.

Our oligo-microarray contains probes for transcribed regions that do not correspond to *S*. *mansoni* genes predicted in the genome v.5.2 [18]. In such cases we used the contig sequence obtained in the transcriptome project [17] to search for homologs in *S*. *japonicum* or other species, as well as a putative human homolog with a predicted function. We found a human homolog for 90% of the differentially expressed transcript (S2 Table), and we therefore included them in the functional analyses described above.

### Real-time RT-PCR

Random-primed reverse transcription (RT) was performed using 1.5 μg of total RNA according to the Super Script III kit protocol (Invitrogen). The relative transcriptional levels were determined through quantitative PCR (qPCR) (primers are listed in S3 Table) with Sybr Green PCR Master Mix (Applied Biosystem) using the 7500 Real-Time PCR System (Applied Biosystem). 

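The probe of PSMD4, a subunit of the 26S proteasome, was well above background in both channels of all 12 arrays. Its log2 PZQ/control was −0.01 (SD 0.10, n = 2 biological replicates) in paired males. In paired females the mean was 0.43 (SD 0.82), from −0.15 in replicate 1 and 1.01 in replicate 2. Unpaired mature females gave 0.59 in replicate 1 and −0.63 in replicate 2, with a mean of −0.02. The adjusted p from limma was 0.752 in paired females, 0.991 in unpaired mature females and 0.999 in paired males. With background-subtracted signals and median centring only, the log2 turned to −0.15 in paired females and was −0.45 in paired males. The means near 0 in unpaired mature females and paired males were 0.04 and 0.05 with normexp and loess. With female replicate 1 labelled by its descriptions PSMD4 had 0.80 in paired and −0.39 in unpaired mature females. Of the 12 proteasome probes tested, PSMD4 among them, in a list fixed before the data were examined, none passed in any group. Limma passed no other probe either, so this does not show that they were stable. In paired males 9 of the 12 were below 0 on all 4 arrays and 1 above, where 23.0% of all detected probes lay on each side. Their median log2 in paired males was −0.33, and −0.71 with median centring only.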

Real time data was normalized in relation to the level of expression of the housekeeping gene PSMD4 (Smp_000740) according to [20]; in fact, PSMD4 was stable and it was not detected as differentially expressed in the microarray experiments. *P-value* was determined for the two biological replicates of the RT-qPCR assay with Student’s *t*-test, using one tail distribution and homoscedastic variance.

### *In vitro* survival experiments with *S*. *mansoni*

*S*. *mansoni* (BH strain) adult worms harvested from hamsters were washed in RPMI 1640 medium (Gibco) supplemented with 200 μg/ml of streptomycin, 200 IU/ml of penicillin (Invitrogen), and 25 mM of Hepes. For each of two biological replicates, six different sets of twenty adult worm pairs each (120 worm pairs) were incubated in 24-well culture plates; each well contained a worm pair in 1 ml of the above medium supplemented with 10% heat-inactivated calf serum at 37°C in a 5% CO_2_ atmosphere. The sublethal dose to be used for these survival assays was determined with a dose-response curve; the LD5 at 24 h incubation was obtained and used in the subsequent survival assays, namely 150 ng/mL PZQ when scoring male survival only, and 532 ng/mL when scoring female survival only. Thus, PZQ and/or OMP were added to the culture under the following five different conditions: 25 μg/mL OMP; 150 ng/mL PZQ; 25 μg/mL OMP + 150 ng/mL PZQ; 532 ng/mL PZQ; 25 μg/mL OMP + 532 ng/mL PZQ; and 1.5% DMSO was added to the sixth set as a negative control. Loss of worm motor activity, and acquisition of an opaque appearance were used as criteria for “death” of the parasites, which were monitored after 2, 24, 48, 72, 96 and 120 h using an inverted microscope. For accessing the effect of the drugs on males, male survival data from the 25 μg/mL OMP, the 150 ng/mL PZQ and the 25 μg/mL OMP + 150 ng/mL PZQ conditions were used. For the effect on females, female survival data from the 25 μg/mL OMP, the 532 ng/mL PZQ and the 25 μg/mL OMP + 532 ng/mL PZQ conditions were used. The statistical significance of the synergistic effect of PZQ+OMP compared with PZQ alone, acting either on males or females, was estimated with the Kaplan-Meier survival function (Log-rank Mantel-Cox test, Prism 6 software, GraphPad) using all the survival/death events of the two biological replicates (n = 40) for each condition.

For schistosomula preparation, cercariae were shed from infected snails and subsequently converted to schistosomula by mechanical transformation, using a Vortex mixer as described by Ramalho-Pinto and co-workers [21]. Schistosomula were cultivated in 169 medium containing antibiotics and supplemented with 2% fetal bovine serum at 37°C in a 5% CO_2_ atmosphere [22]. For *in vitro* survival assays, 3-hour old schistosomula were used. After the culture period, these schistosomula were transferred to 96-well culture microplates (approximately 300 parasites per well into 49 different wells) and maintained in culture (37°C, 5% CO_2_) in 169 medium containing PZQ and/or OMP under seven different conditions with the final volume of 100 μl per well: 25 μg/mL OMP; 150 ng/mL PZQ; 532 ng/mL PZQ; 25 μg/mL OMP + 150 ng/mL PZQ; 25 μg/mL OMP + 532 ng/mL PZQ; 1.5% DMSO as the negative control; and 10 μg/ml PZQ as the positive control.

The culture plates were monitored for viability of schistosomula according to Peak et al. [23] by adding 2 μg/mL propidium iodide (PI) (Sigma-Aldrich) and 0.5 μg/mL fluorescein diacetate (FDA) (Life Technologies) on a daily basis for 7 days, and observing the parasites under light and fluorescence microscopy. Under light microscopy, viable parasites were scored by preserved mobility and lack of opacity. Under fluorescence microscopy, schistosomula death was scored by a red fluorescence signal (572 nm emission microscope filter); schistosomula living cells convert FDA into charged fluorescein by parasite esterase activity, staining the schistosomula with a green fluorescence signal (492 nm emission microscope filter) [23]. On each observation day, the fluorescent stains were added to one of the seven wells of each of the seven conditions, the percent of survival was recorded, and the stained cultures were discarded. Two replicate biological experiments were performed, and a typical result is shown.

### Ethics statement

*In vivo* studies were conducted in compliance with the guidelines of the Brazilian Collegiate of Animal Experimentation (COBEA) and approved by the Commission on the Ethical Use of Animals (CEUA-FIOCRUZ) protocol number L-018/09 approved on Jan. 23, 2009.

## Results and Discussion

### Transcriptional changes driven by PZQ in *S*. *mansoni* paired and unpaired mature females

The experiments described below compare the transcriptomic profiles of paired with unpaired mature females treated with 0.1 μg/ml PZQ *in vitro*. The unpaired mature females cohort was derived from a mixed-sex infection; they were separated from males immediately after perfusion and kept separated overnight before PZQ was added (see Methods). This cohort is distinct from unpaired females obtained from single-sex infections, once the influence of the male on the female gene transcription [13] had already taken place during mating. The idea was that this cohort could in part mimic the following *in vivo* situation: it is known that males are more sensitive to PZQ than the whole (male + female) population [9], thus creating the possibility that paired mature females could be left unpaired after the death of their male partners [9]. It is noteworthy that Pica-Mattoccia and Cioli have demonstrated that unpaired single-sex females are also less sensitive to PZQ than males [9]. As the pattern of gene expression changes induced by PZQ in unpaired females has never been evaluated before, we decided to analyze the unpaired mature females, comparing them with no-drug controls and with paired ones.

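Gene expression under PZQ was measured on 12 oligoarrays with 2 channels each. Worms treated with 0.1 μg/ml PZQ for 16 h were hybridized directly against their no-drug controls in 1% DMSO, in 2 biological replicates each of paired females, unpaired mature females and paired males, and each replicate was measured on 2 arrays with swapped dyes. Both female groups of a replicate shared 1 slide, and the males were on other slides. For the 4 arrays of female replicate 1, the sample titles, source names, characteristics and the columns of the authors' table assign paired and unpaired females as used here, whereas the free-text descriptions exchange them. The RT-qPCR of the paper runs in the directions given by the titles, with no change found for EXOC5 and INPP1 in paired females. Its genes were chosen from array lists made with those labels, and the paper does not say whether its RNA was that of the arrays. With the labels exchanged, the r of log2 PZQ/control between the replicates, across probes, went from 0.249 to −0.1004 in unpaired mature females and from 0.017 to 0.048 in paired females. Genes picked under the titles' labels tend to move toward 0 under the exchange, whichever labels are right. Their values by the descriptions, given below, therefore cannot settle the labels.
The authors extracted the signals with Agilent Feature Extraction, which subtracted the background, applied LOWESS within each array and wrote a log10 ratio of red to green intensity. That ratio was turned here into log2 PZQ/control and averaged over the dye swaps, which left n = 2 per group. Of the spots that were not controls, 36.1% to 45.2% were well above background per channel in paired males, 23.0% to 33.6% in paired females and 26.6% to 34.0% in unpaired mature females. A probe counted as detected in a group when PZQ-treated or control worms were well above background on all 4 arrays, which held for 10,933 probes in paired females, 11,779 in unpaired mature females and 15,272 in paired males. Changes were tested with limma over all 6 biological replicates, with the spread of each probe estimated over the 3 groups together.
Many genes of interest were dim in one condition. Where none of the 4 arrays gave a signal well above background in a condition, only a bound is given ("at least N-fold"), taken from the mean log2 signal of the other condition minus the mean, per array, of the dim signal or the lowest signal well above background, whichever was higher, with signals scaled between arrays by Aquantile. No fold is given where that bound was under 1 or where both conditions were dim.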

In selecting the treatment conditions for transcriptome analysis, we chose to use a sublethal dose of 0.1 μg/ml PZQ for 16 hours [9], which would induce transcriptional changes without predominantly triggering the death pathways.

The total number of genes detected as differentially expressed (q-value < 0.05) in the presence of PZQ compared with the no-drug control was almost 3 times lower in paired than in unpaired mature females (486 and 1,434 genes, respectively) (Table 1). 

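INPP1, an inositol phosphatase, had the smallest adjusted p of the genes named in the paper in unpaired mature females, and the ribosomal protein S6 kinase RPS6KA5 was among those with the smallest in paired females. Neither passed, and no other gene did. Over 10,921 probes tested in paired females and 11,772 in unpaired mature females, limma called 0 changed in both groups at an adjusted p under 0.05, with smallest adjusted p of 0.312 and 0.149. At an unadjusted p under 0.05 there were 1308 probes in paired females, where chance gives 546, and 1803 in unpaired mature females, where chance gives 589. The SAM one-class test of the methods, on the 4 arrays of a group with q at most 0.05 and a fold change over 1.5, called 703 probes in paired and 3010 in unpaired mature females. Each group fitted alone gave 6 and 22 probes, and all 12 arrays with the replicate as a random block gave 0 and 7. On simulated arrays with the spread of the real ones, limma recovered 6 of 67 probes changed by a log2 of 2 in paired females and 4 of 67 in unpaired mature females. Changes of that size were thus mostly below what 2 replicates with that spread can show. SAM recovered 65 and 64 of them, and also called 1197 of 10,733 and 1216 of 11,579 unchanged probes. The fit of all 12 arrays recovered 40 and 37 of the 67, and also called 42 and 53 of those unchanged probes.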

The lists of differentially expressed genes are given in S4 Table. Moreover, there is a tendency for gene up-regulation in PZQ-treated paired females (476 up-regulated genes, or 98% of all affected genes in paired females when compared with the no-drug control), whereas down-regulation predominates in the PZQ-treated unpaired mature females (1,109 down-regulated genes, or 77% of all affected genes in unpaired mature females when compared with the no-drug control).

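In paired females, 2 of 3 tested gut proteases rose when adjusted over the list alone, the hemoglobinase Smp_075800 with a log2 of 1.59 (SD 0.82, n = 2, adjusted p = 0.0245) and cathepsin C with 1.21 (SD 0.41, adjusted p = 0.0458, 3 of 4 arrays with a value). Adjustment over the list alone, here and below, did not correct for the number of lists and groups. The lists hold only probes named in the part of the annotation at hand, so their counts do not stand for a whole gene family. Against the upward lean, 15 of 34 cytosolic ribosomal protein probes were below 0 on all 4 arrays of paired females and 1 was above, as for ribosomal protein L39 at −1.12 (SD 0.03), and histone H2A (Smp_002930) fell by 1.32 on the log2 scale (SD 0.12, adjusted p = 0.0486) when adjusted over the list alone. Of 4 probes of endoplasmic reticulum folding, 3 were below 0 on all 4 arrays of unpaired mature females. Of these ERO1, which drives disulfide formation, fell when adjusted over the list alone, to −1.97 (SD 1.15, adjusted p = 0.0165), and calreticulin gave −0.99 (SD 0.25). Of 16 muscle probes, 8 were below 0 on all 4 arrays and 1 above, and a tropomyosin other than TPM1 fell when adjusted over the list alone, to −1.63 (SD 0.09, adjusted p = 0.0329). Of 21 heat shock and chaperone probes, 8 were below 0 on all 4 arrays and 1 above, and those below included a hsp70-interacting protein at −1.04 (SD 0.21). With female replicate 1 labelled by its descriptions these 5 calls all ended, with cathepsin C at −0.40, the hemoglobinase at 0.59, histone H2A at −0.43, ERO1 at −0.11 and the tropomyosin at −0.54, and the list medians moved from 1.21 to 0.55 (gut proteases), −0.36 to −0.20 (ribosomal proteins), −0.92 to −0.25 (folding) and −0.42 to −0.05 (muscle), whereas those of heat shock (−0.42 to −0.48) and histones (−0.44 to −0.43) moved little. Calls picked under the titles' labels tend to end when the labels are exchanged, so their loss does not tell which labels are right. With median centring only the medians of ribosomal proteins and histones were −1.01 and −0.98, and with normexp and loess that of heat shock was −0.26. Median centring only ended the calls of both proteases (adjusted p = 0.273), histone H2A (0.0837) and the tropomyosin (0.0587), and the replicate number as a block those of cathepsin C, histone H2A and the tropomyosin. With median centring only the log2 was 0.77 for the hemoglobinase, 0.96 for cathepsin C, −1.16 for histone H2A and −1.70 for the tropomyosin. Histone H2A was at −0.63 with normexp and loess. Without a filter both proteases and histone H2A were lost (adjusted p = 0.0853, 0.0912 and 0.0597), histone H2A also with normexp and loess (0.160), and each call was lost with at least 1 replicate left out. For comparison, 19.4% of all detected probes were above 0 and 12.5% below on all 4 arrays of paired females. In unpaired mature females these shares were 16.3% and 26.3%. No probe of these lists passed limma over all probes, no enrichment was tested, and the genes named as examples were chosen after their values were seen.
Of the probes with an unadjusted p under 0.05, 909 were up and 399 down in paired females (69.5% up), and 638 were up and 1165 down in unpaired mature females (64.6% down). Among the SAM calls, 674 of 703 were up in paired females (95.9%) and 2226 of 3010 down in unpaired mature females (74.0%). Normexp background correction with loess in place of the Agilent processing, tried with SAM after seeing the data, gave 66.5% up among 837 SAM calls and 61.9% down among 2068. Background-subtracted signals with median centring only gave 99.6% up among 1346 and 89.3% down among 3065.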

**Table 1:** General information about gene expression of paired or unpaired mature females exposed to PZQ compared with no-drug controls.

*S*. *mansoni* genes	Expressed genes ^a^	Paired Females			Unpaired Mature Females		
		Diff. expressed ^b^	Down-regulated	Up-regulated	Diff. expressed ^b^	Down-regulated	Up-regulated
Detected on the microarrays	8,180	486	10	476	1,434	1,109	325
Predicted in the genome	5,903	351	4	347	1,005	809	196
Not predicted in the genome^c^	2,277	135	6	129	429	300	129

^a^ Number of genes expressed in at least one condition, *i*.*e*. in no-drug control or in treated worms of either the paired or the unpaired worm groups.

^b^ q-value < 5%

^c^ Either predicted in *S*. *japonicum*, present in other species, or detected only in *S*. *mansoni* without close homologs in other species (no match).

It is interesting to note that 2,277 transcripts that were detected in the arrays as expressed by *S*. *mansoni* are not predicted in the parasite genome sequence (Table 1), corresponding to 28% of all expressed transcripts. Similar proportions (28 to 30%) of transcripts not predicted in the genome were detected as differentially expressed under PZQ treatment of paired (135 out of 486, or 28%) and unpaired mature females (429 out of 1,109, or 30%) when compared with the no-drug control (Table 1) (listed in S4 Table). These potentially novel genes or gene fragments deserve future attention.

Next, we looked for the overlap within the lists of affected genes and found that 219 of them were simultaneously affected by PZQ both in paired and unpaired mature females (Fig A (upper panel) in S1 Text). 

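Among the genes in both SAM lists were RPS6KA5, a ribosomal protein S6 kinase, the G protein subunit GNA12, the exocyst components EXOC2 and EXOC5, and INPP1. Limma called no probe in either group, so its lists share 0 probes. Of 10,654 probes detected in both female groups, the SAM lists had 343 in common.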

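The mean responses of both female groups to PZQ were inversely related across probes, mainly within a replicate number, whose female groups shared a slide. Of the 343 probes on both SAM lists, 335 had opposite directions (97.7%), and 325 of those were up in paired and down in unpaired mature females, 10 the other way. Independent lists of these sizes would hold 97.6 probes that are up in paired and down in unpaired mature females and 43.3 that are up in both, where 8 were found. Without any threshold, 892 of 10,654 probes (8.37%) were above 0 on all 4 arrays of paired females and below 0 on all 4 of unpaired mature females, and 564 (5.29%) were the other way. Independent groups with the same shares of probes on one side would give 4.88% and 2.28%. The same direction on all 8 arrays was found for 261 probes (2.45%), where independent groups would give 6.69%.
The group means of log2 PZQ/control had a Pearson r of −0.498 across probes, which are not independent replicates. The inverse relation was stronger on the shared slides, with r of −0.644 between both female groups of replicate 1 and −0.325 in replicate 2, than across slides, where it was −0.147 (paired replicate 1 with unpaired replicate 2) and −0.005 (paired replicate 2 with unpaired replicate 1). Female groups on the same slide also had the same replicate number. The slide therefore cannot be told apart from anything else that groups of a replicate shared. Between the biological replicates themselves r was 0.017 in paired females and 0.249 in unpaired mature females. For the difference between the 2 responses, limma called 0 of 10,641 probes (2013 at an unadjusted p under 0.05, smallest adjusted p = 0.0971), and all 12 arrays with the replicate as a random block called 390, of which 241 were higher in paired females. Neither fit allows for the shared slides. On simulated arrays the fit of all 12 also called 42 unchanged probes in paired and 53 in unpaired mature females. The difference itself was not simulated. From these opposite patterns the paper reasons that the response to PZQ depends on the pairing status of the females.

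**Figure D1:**
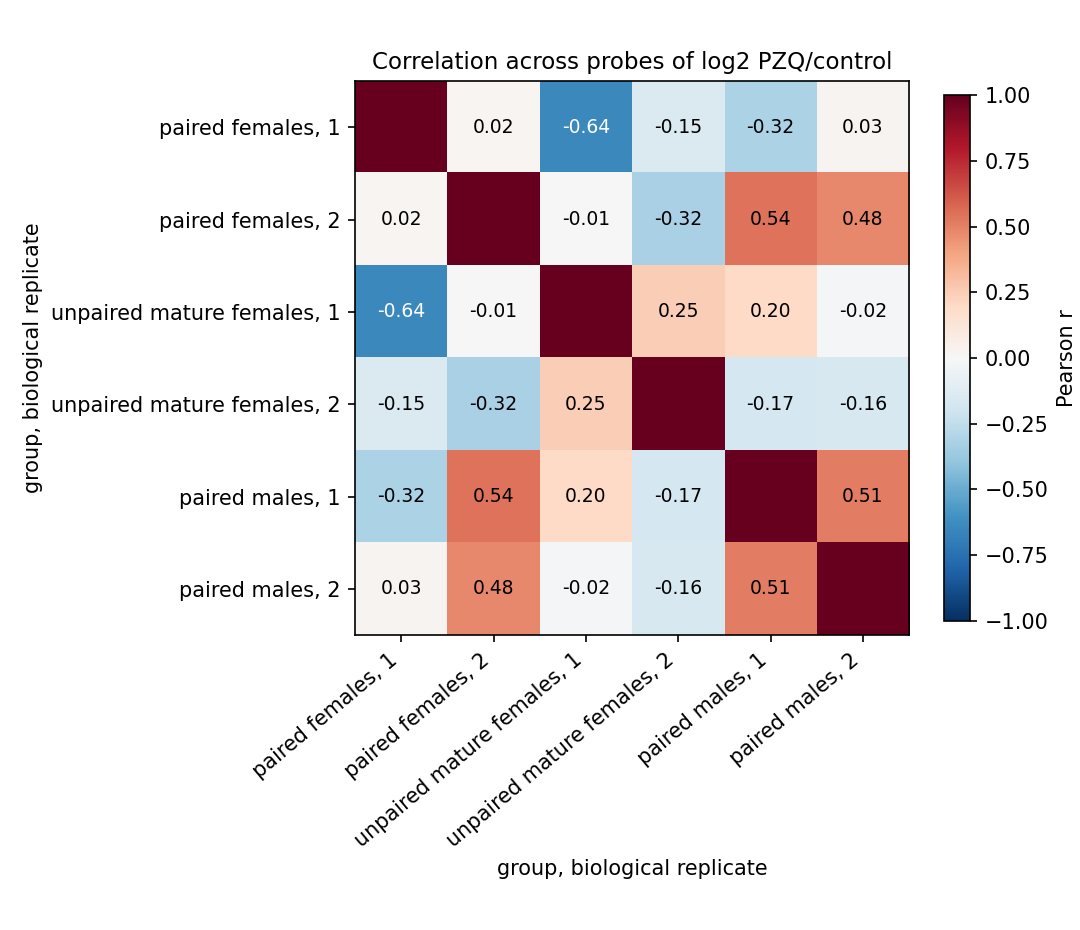
Pearson r of log2 PZQ/control between the 6 biological replicates, across the probes detected in both groups of each pair. Each cell is one pair of replicates; the lowest value, −0.644, is that of paired and unpaired mature females of replicate 1, and the highest between groups is 0.544, between paired females of replicate 2 and paired males of replicate 1.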

Notably, 96% of these genes (210 out of 219) showed an opposite gene expression pattern depending on the pairing status of the females, and again the majority (206 out of 210) were up-regulated in paired and down-regulated in unpaired mature females (Fig A (lower panel) in S1 Text). These genes are listed in S4 Table.

Functional analyses of these differentially expressed genes were carried out with the IPA tool, aiming to find significantly enriched gene interaction networks comprised of affected genes whose products are known targets of drugs already used in humans for other disease conditions. Among the 210 differentially expressed genes affected by PZQ in opposite directions in paired and unpaired mature females, IPA found 3 gene interaction networks (Fig 1A) that were statistically enriched (p-values from 10^−52^ to 10^−28^) with 56 genes that were affected by PZQ in opposite directions. The first most significantly enriched network (p-value = 10^−52^) is related to cellular development and differentiation and drug metabolism. The second network (p-value = 10^−41^) is associated with cell death, cell cycle, cellular function and maintenance; the third network (p-value = 10^−28^) is related to lipid metabolism, small molecule biochemistry and gene expression. 

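In the first network, FHL2, a LIM domain protein, had a log2 PZQ/control of 1.16 and 1.37 in the 2 replicates of paired females and of −2.20 and −1.98 in those of unpaired mature females. ARHGAP1, a Rho GTPase-activating protein, gave 1.49 and 0.96 against −1.56 and −0.61. In the second, the chaperone HSPA8 gave 0.95 and 2.71 against −1.01 and −2.03, and the membrane-bending protein PACSIN1 1.06 and 1.07 against −0.90 and −0.67. In the third, the phospholipase family member PLD3 gave 1.26 and 1.40 against −2.19 and −0.55, and the aldolase ALDOC 1.90 and 1.22 against −0.72 and −0.72. Of the 55 probes found for the genes of the networks, 53 were above 0 on all 4 arrays of paired females and 48 below 0 on all 4 of unpaired mature females. In paired males 19 were above 0 and 6 below on all 4 arrays.
Only 12 of the 55 probes were well above background in both channels on all 4 arrays of paired females (median log2 1.32) and 22 on those of unpaired mature females (−1.18). Over all 55 probes, dim ones included, the medians of 1.43 and −1.36 became 0.28 and −0.59 with normexp and loess, and −0.0037 and 0.15 with female replicate 1 labelled by its descriptions. The study chose these genes on these samples, so the counts are not independent evidence of direction, and limma called none of them over all probes.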

(See S5 Table for the list of genes in the networks).

**Fig 1:**
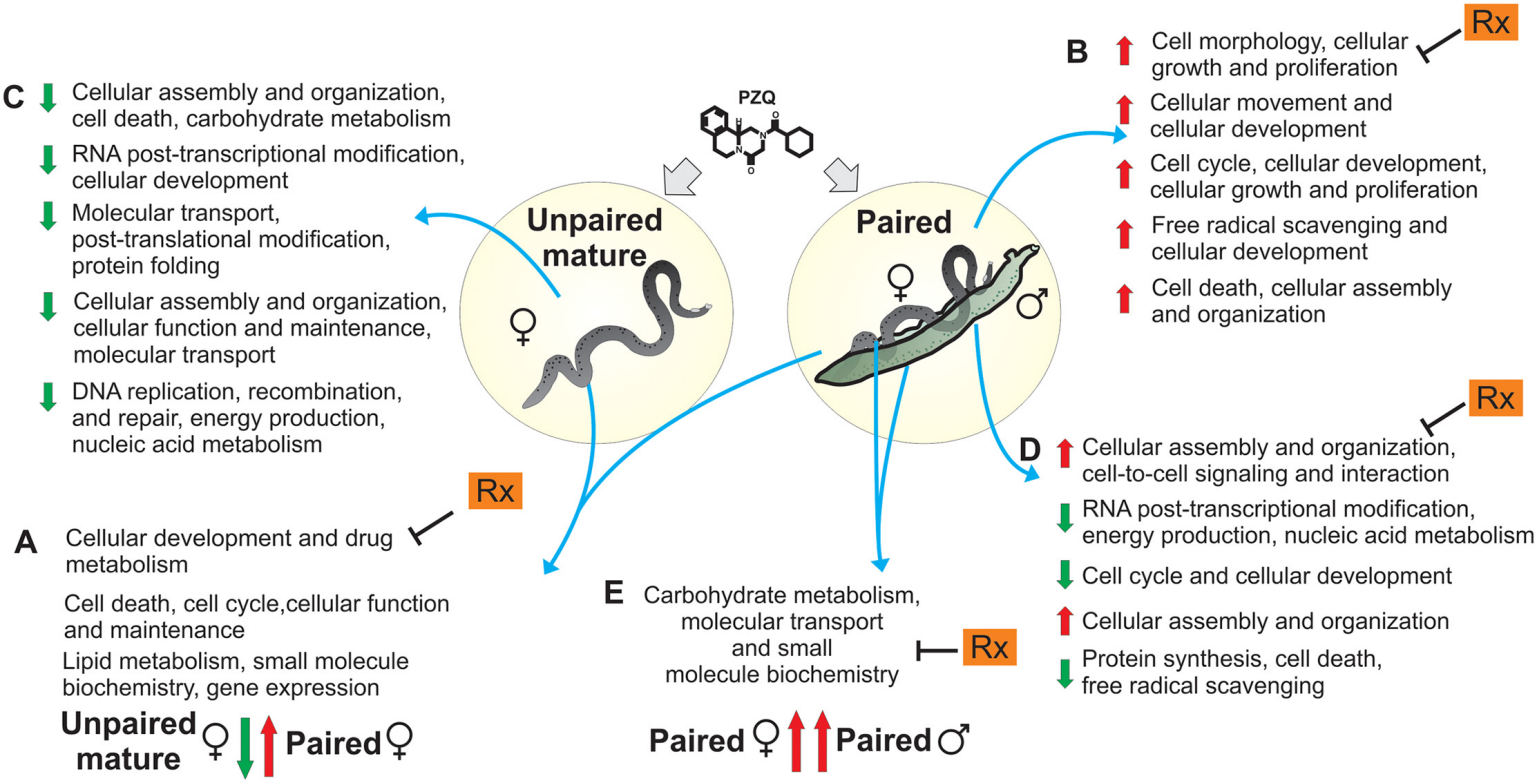
Global transcriptional changes driven by PZQ on *S*. *mansoni* adult worms. Overall summary with the names of the associated functional interaction networks identified as significantly enriched with differentially expressed *S*. *mansoni* genes in different comparisons: (A) genes affected by PZQ in opposite directions in paired or unpaired mature females, (B) all genes affected by PZQ in paired females, (C) all genes affected by PZQ in unpaired mature females, (D) all genes affected by PZQ in paired males, (E) genes affected in common in paired males and females. Color arrows indicated the direction of change in expression of the majority of the genes in each network: green implies a down-regulated expression of the majority of the genes in PZQ-treated worms, and red an up-regulated expression of the majority of the genes in PZQ-treated worms when compared with their respective no-drug controls. Rx corresponds to the identification of new candidate drugs known to act on the encoded protein products of the homolog human genes present in the indicated network, as described in the main text.

Although no clinically relevant resistance to PZQ has been documented thus far, reliance on a single drug is a risky endeavor [24,25], so it is imperative to explore new drug therapies, possibly including combination therapies [26]. We therefore looked, among the enriched networks, for genes whose encoded human protein homologs are known targets of drugs that are used against other diseases. The idea was to point to candidates to be tested as possible synergistic drugs in combination with PZQ against parasites *in vitro* and *in vivo* in the mouse model.

Searching for *S*. *mansoni* genes whose human homolog gene products are known targets of drugs already used for other diseases, and analyzing the most significantly enriched network of genes affected by PZQ in opposite directions in paired and unpaired mature females (Fig 2), IPA pointed to three up-regulated genes in paired females, namely ATP1A2 (Smp_015020), MAPK (Smp_073490) and ERK (Smp_008260).

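ATP1A2, the catalytic subunit of the Na/K-ATPase, could be measured in control unpaired mature females and in paired males but was dim in control paired females. In paired females its control signal was well above background on 0 of 4 arrays and its PZQ signal on 2 of 4, which gives a signal at least 1.03-fold higher under PZQ, and it was not tested there. In unpaired mature females its log2 PZQ/control was −1.04 (SD 0.76, n = 2), with PZQ well above background on 2 of 4 arrays (adjusted p = 0.289 from limma). MAPK (Smp_073490), listed as MAP2K6 in S5 Table, was well above background on 3 of 4 PZQ and 0 of 4 control arrays of paired females, too dim for a fold. ERK (Smp_008260), listed as GSK3A, was well above background throughout and had a log2 of 1.37 (SD 0.0014) in paired females, 1.38 and 1.37 in the 2 replicates. GSK3A had −0.51 (SD 0.02) in unpaired mature females. Its adjusted p was 0.312 in paired and 0.540 in unpaired mature females, and 0.119 for the difference between both groups. With normexp and loess GSK3A had a log2 of 0.82 in paired females and ATP1A2 one of −0.18 in unpaired mature females. With median centring only these were 1.73 and −0.94. With female replicate 1 labelled by its descriptions, GSK3A had 0.43 and 0.44, and ATP1A2 had −0.0035 in unpaired mature females.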

**Fig 2:**
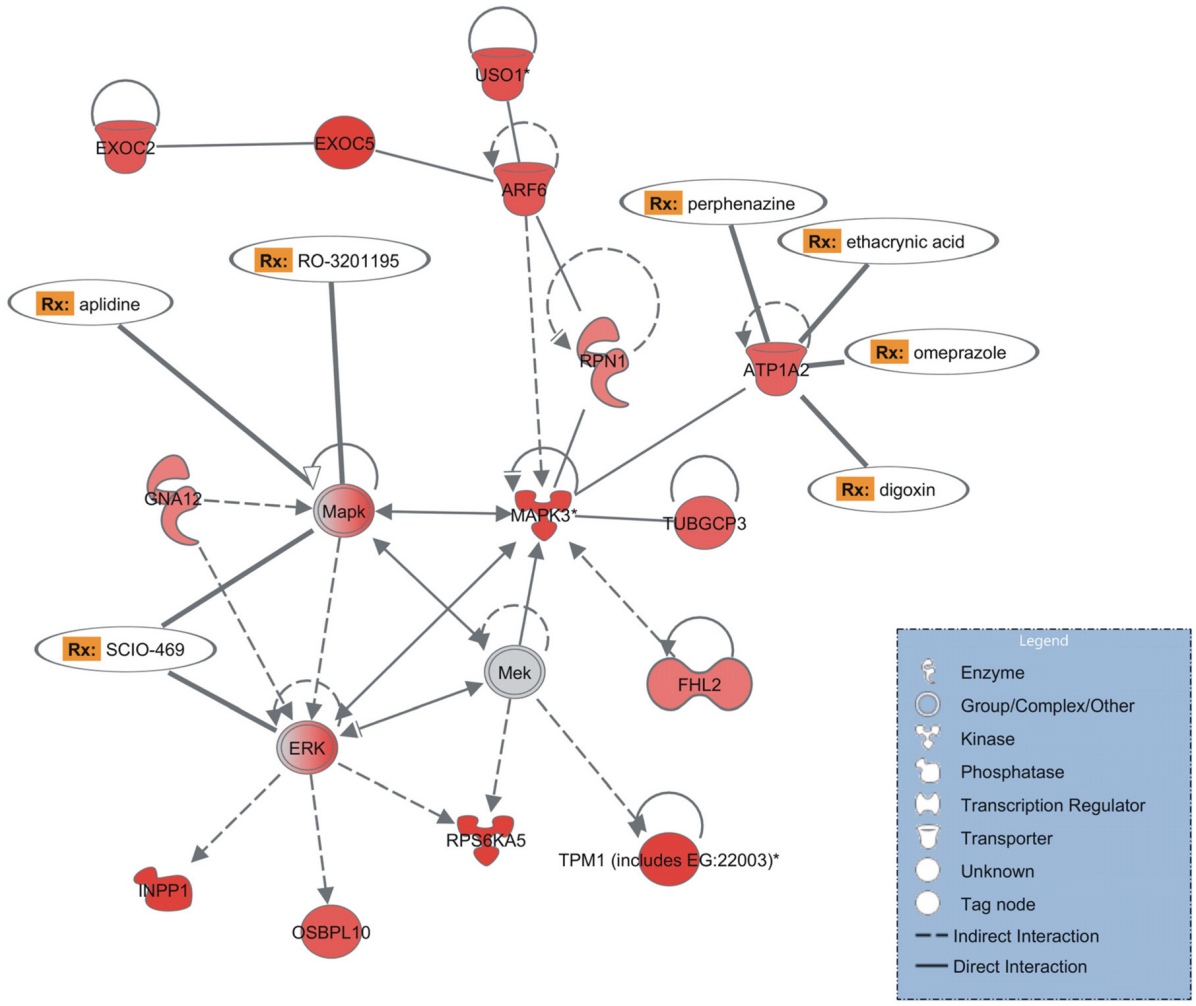
Enriched gene interaction network detected with opposite expression patterns in PZQ-treated paired or unpaired mature females. This gene interaction network is significantly enriched (p-value = 10^−52^) with differentially expressed genes related to cellular development and drug metabolism whose expression was affected by PZQ in paired as well as in unpaired mature females (with opposite patterns). The shapes of elements correspond to different types of molecules, as indicated in the inset box. Arrows indicate the relationship between the elements: dashed or solid lines indicate indirect or direct interactions, respectively. The color intensity is proportional to the expression value, computed as log2 [PZQ/Control]; red corresponds to positive log-ratios, *i*.*e*. these genes were up-regulated in paired females treated with PZQ when compared with the no-drug controls; grey corresponds to a gene present in the analysis but not differentially expressed. In humans, a number of gene homologs in this network encode proteins that are known drug targets and the corresponding drugs (Rx) are indicated.

Regarding the SmATP1A2 human homolog, the hATP1A2 Na/K-ATPase enzyme is inhibited by four drugs (Fig 2): the first is OMP, a well-studied proton pump inhibitor that reduces gastric acid secretion [27,28] and also inhibits the Na/K-ATPase [29,30]. As described further below, OMP has been tested here in combination with PZQ. The other drugs targeting human ATP1A2 are digoxin, which plays an important role in the treatment of heart failure [31]; perphenazine, a first generation antipsychotic with a strong record of effectiveness and tolerability [32,33]; and the diuretic agent ethacrynic acid [34] (Fig 2). Regarding the SmMAPK human homolog, the hMAPK enzyme complex is inhibited by RO-3201195, a 5-aminopyrazol-4-yl ketone p38 inhibitor [35] and also inhibited by SCIO-469 [36], a drug that was well tolerated in phase I testing [37]. The latter also inhibits the human ERK enzyme complex (Fig 2).

Also of note in the most significantly enriched network (Fig 2) is the presence of genes encoding kinases, such as MAPK3 (Mitogen-activated protein kinase 3—Sjc_0044730), MAPK (Mitogen-activated protein kinase—Smp_073490), ERK (Extracellular signal-regulated kinase—Smp_008260), RPS6KA5 (Ribosomal protein S6 kinase, 90KDa, polypeptide 5—Smp_017900), as well as genes encoding signaling proteins such as ARF6 (ADP-ribosylation factor 6—Smp_000730), INPP1 (Inositol polyphosphate 1-phosphatase—Smp_017520), and GNA12 (Guanine nucleotide binding protein—Smp_074510). 

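Of the kinases, RPS6KA5 had a log2 PZQ/control of 2.01 (SD 0.12, n = 2) in paired females, with its control signal well above background on 1 of 4 arrays, and of −1.01 (SD 0.51) in unpaired mature females. MAPK3 was below detection in control paired females (0 of 4 arrays) and at least 1.1-fold higher under PZQ, on 3 of 4 arrays. MAPK3 in unpaired mature females had a log2 of −1.12 (SD 0.37), with PZQ well above background on 2 of 4 arrays. INPP1, which dephosphorylates inositol phosphates, was at least 1.58-fold higher under PZQ in paired females, where its control was below detection on all 4 arrays, and had a log2 of −1.89 (SD 0.23) in unpaired mature females, with PZQ measured on 2 of 4. GNA12, a G protein alpha subunit, gave 1.17 (SD 0.66) in paired and −1.33 (SD 0.26) in unpaired mature females, with its control measured on 2 of 4 arrays and its PZQ signal on 3 of 4. ARF6, a small GTPase of vesicle traffic, was below detection in PZQ-treated unpaired mature females and at least 1.77-fold lower than in their controls. In paired females ARF6 was too dim for a fold.
Adjusted p values from limma in paired females were 0.312 for RPS6KA5 and INPP1 and 0.329 for GNA12. In unpaired mature females they ran from 0.149 for INPP1 to 0.411 for MAPK3. For the difference between both female groups they were 0.100 for RPS6KA5 and INPP1 and 0.101 for GNA12. With all 12 arrays and the replicate as a random block, these 3 differences had adjusted p of 0.0405, 0.0405 and 0.0366. That fit does not allow for the slide both female groups share, and it also called unchanged probes on simulated arrays. With normexp and loess the log2 of RPS6KA5 was 0.28 and −0.31, that of GNA12 0.24 and −0.64, and those of MAPK3 and INPP1 in unpaired mature females −0.47 and −0.66. With median centring only, RPS6KA5 had 1.99 and −1.08 and GNA12 1.35 and −1.45. MAPK3 and INPP1 then had −1.05 and −1.75 in unpaired mature females. With female replicate 1 labelled by its descriptions, RPS6KA5, MAPK3 and INPP1 turned to 0.64, 1.06 and 0.04 in unpaired mature females, GNA12 had −0.41 there, and RPS6KA5 and GNA12 had 0.36 and 0.25 in paired females. With dim signals included, the log2 of MAPK3 in paired females, 2.97 and 0.52 in the 2 replicates, turned to −0.43 with those labels, and the folds of INPP1 there (1.28 with normexp and loess, 1.23 with those labels) and of ARF6 in unpaired mature females (0.81 and 0.91) fell short of the bounds above. The normexp offset draws the ratios of dim probes toward no change, so its folds do not test the bounds.

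**Figure D2:**
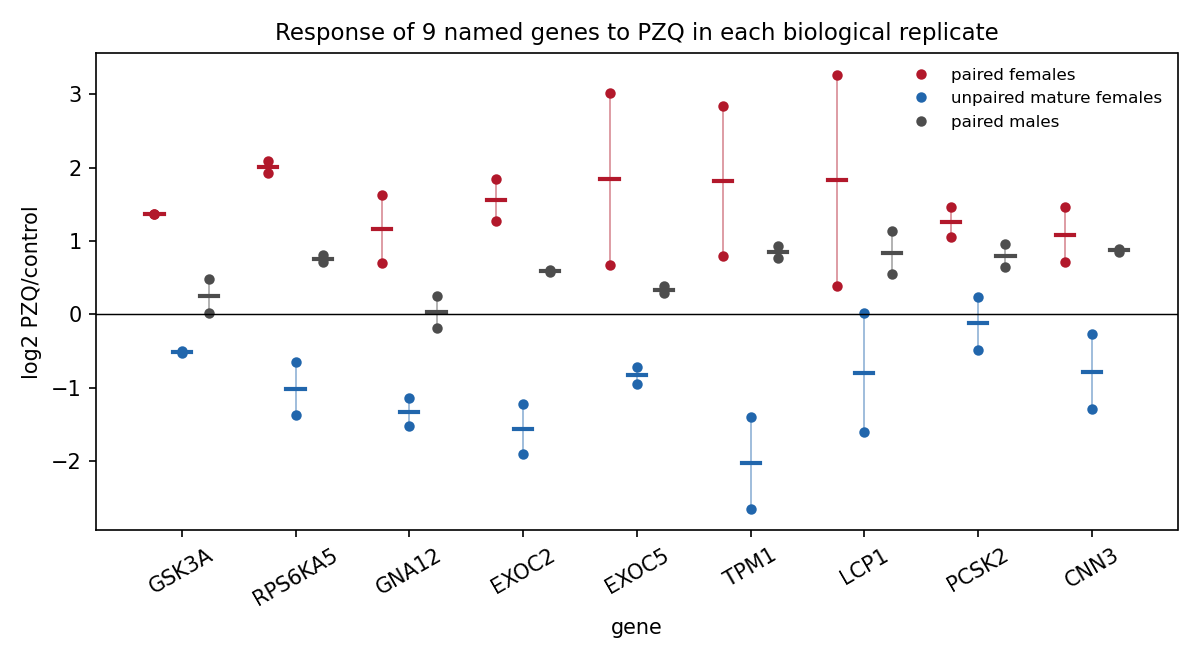
Log2 PZQ/control of 9 genes named in the text, in paired females (red), unpaired mature females (blue) and paired males (grey). Bars give the mean and dots the 2 biological replicates, each the mean of a dye swap; RPS6KA5 lies at 2.01 in paired and −1.01 in unpaired mature females.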

The MAPK pathway is evolutionarily well conserved and is involved in a variety of physiological processes including proliferation, differentiation, development, immune function, stress responses and apoptosis [38–40]. MAPK genes are essential for normal development and successful survival and reproduction of the schistosome parasite [41–43]. Previous studies have shown that, although PZQ induces severe damage to paired females, the vitelline gland and ovary are completely redeveloped and egg production is resumed under PZQ treatment [40]. Our finding that paired females showed a network of up-regulated kinase genes under PZQ treatment point to a possible explanation for the previously described redevelopment of the reproductive system.

The most significantly enriched network also includes up-regulated genes in paired females that encode tropomyosin (TPM1—identified in the array with a homolog from other species gi|256078894) [44], tubulin (TUBGCP3—Smp_159180) [45], crucial proteins in the cytoskeleton architecture. 

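TPM1, a tropomyosin of the muscle thin filament, was well above background in every channel of the female arrays. Its log2 PZQ/control was 1.82 (SD 1.45, n = 2) in paired females, from 0.80 in replicate 1 and 2.85 in replicate 2, and −2.02 (SD 0.88) in unpaired mature females, where 3 of 4 arrays gave a value. TUBGCP3, part of the gamma-tubulin complex that nucleates microtubules, was below detection in control paired females (0 of 4 arrays), and its signal was at least 1.29-fold higher under PZQ, on 2 of 4 arrays. TUBGCP3 in unpaired mature females had a log2 of −0.86 (SD 0.42), with PZQ well above background on 2 and control on 3 of 4 arrays, and it was not tested in either female group. TPM1 had an adjusted p of 0.312 in paired and 0.186 in unpaired mature females from limma, and 0.100 for the difference. For the difference it was 0.0340 with all 12 arrays and the replicate as a random block, with the limits of that fit given above. With female replicate 1 labelled by its descriptions, the log2 of TPM1 was 0.10 and −0.30, and TUBGCP3 turned to 0.12 in unpaired mature females. TUBGCP3 had −0.18 there with normexp and loess and −0.73 with median centring only. In paired females the fold of TUBGCP3 with normexp and loess, whose offset draws dim ratios toward no change, was 1.19, under the bound above.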

Ultrastructural analysis of *S*. *mansoni* worms has shown that damage to the basement membrane is characteristic of schistosomes exposed to sub-optimal dosages of PZQ [40]. Our results suggest that up-regulation of genes encoding cytoskeleton proteins could eventually compensate for cytoskeleton damage.

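PRKACA, a catalytic subunit of protein kinase A, had a log2 PZQ/control of 1.15 and 1.46 in the 2 replicates of paired females. The glutathione synthesis enzyme GCLC gave 1.24 and 0.93, the lysosomal protease LGMN 1.01 and 2.17, and the growth factor precursor GRN 0.77 and 1.45. The values of LGMN are those of the hemoglobinase in the gut protease list above, so they are not a separate observation. The actin-binding protein CORO1B gave 1.06 and 0.83. Of these genes, PRKACA, GCLC, LGMN and CORO1B also had probes near or below background, which are not given, and the control signal of PRKACA was well above background on 3 of 4 arrays. CBS, an enzyme of cysteine synthesis, went both ways, with −1.21 and 0.80. Of the 158 probes found for the genes of S5 Table in this group, 109 were above 0 and 0 below on all 4 arrays, by network 31 of 39, 26 of 38, 18 of 27, 15 of 21 and 22 of 37.
In both channels of all 4 arrays, 58 of the 158 were well above background, with a median log2 of 0.98, and by network the medians of such probes were 1.08, 0.94, 0.25, 0.95 and 1.18. With dim probes included, the medians by network were 1.26, 1.12, 1.16, 1.30 and 0.50. Over all 158 probes the median of 1.16 became 0.25 with normexp and loess and 1.32 with median centring only. With female replicate 1 labelled by its descriptions it was 0.12. These genes were selected by the study on these samples, and limma called none of them over all probes.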

Regarding the transcriptional changes in *S*. *mansoni* paired females treated with PZQ, IPA pointed to five enriched networks (p-values from 10^−55^ to 10^−21^, genes listed in S5 Table) (Fig 1B) among the 486 genes whose expression levels were induced or repressed in this condition. 

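The endoplasmic reticulum chaperone HSPA5 had a log2 PZQ/control of −2.64 and −1.37 in the 2 replicates of unpaired mature females, the disulfide isomerase PDIA3 −0.63 and −1.04, and the cochaperones FKBP4 and STIP1 −0.69 and −2.11, and −1.18 and −0.89. Of the COPI coat that carries vesicles back from the Golgi, ARCN1 gave −0.96 and −1.59 and COPB2 −1.12 and −1.57 (PZQ well above background on 3 of 4 arrays), and the regulator ARFGAP1 gave −0.82 and −0.77. In the other direction, the cohesin subunits SMC3 and STAG2 gave 0.87 and 4.06, and 2.46 and 1.05, and the nuclear import receptor KPNB1 gave 1.37 and 1.63. Of the 134 probes found for the genes of S5 Table in this group, 113 were below 0 and 13 above on all 4 arrays, by network 23 of 28, 25 of 27, 20 of 27, 23 of 27 and 22 of 25 below.
Well above background in both channels on all 4 arrays were 79 probes, of which 69 were below 0 and 6 above on all 4 arrays (median log2 −0.90). Over all 134 the median of −1.03 became −0.60 with normexp and loess and −1.12 with median centring only. With female replicate 1 labelled by its descriptions it was −0.14. The study picked these genes on these samples, and none passed limma over all probes.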

Regarding unpaired mature females treated with PZQ, IPA analysis of the 1,434 affected genes also revealed five enriched networks (p-values from 10^−47^ to 10^−42^, genes in the networks are listed in S5 Table) (Fig 1C), irrespective of being affected in common with paired females.

### Genome-wide expression changes of paired males treated with PZQ compared with no-drug controls

In parallel, we assessed the global expression changes driven by PZQ in paired male worms. 

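Of 17 tested muscle probes, 11 were above 0 under PZQ on all 4 arrays of paired males and 1 was below (median 0.65, and 0.28 with normexp and loess or 0.19 with median centring only). They included a calponin with a log2 PZQ/control of 0.98 (SD 0.12, n = 2) and myosin-10 (Smp_046060) with 1.19 (SD 0.46). In the opposite sense, 18 of 34 cytosolic ribosomal protein probes and 9 of 12 proteasome probes were below 0 on all 4 arrays, and 0 and 1 were above. Of all probes detected in paired males, 23.0% were above 0 and 23.0% below on all 4 arrays. Of the 4 female reproduction and eggshell probes, ferritin (Smp_087760) fell by 1.07 (SD 0.05) and tyrosinase (Smp_050270), which hardens the eggshell, fell by 1.22 (SD 0.42) on the log2 scale when adjusted over the list alone (adjusted p = 0.0383 for both). Both calls ended with the replicate number as a block (adjusted p = 0.0938 for both), without either male replicate, and that of tyrosinase with median centring only (0.0672). Over all 15,249 probes tested in males, limma called 0 changed, with 627 at an unadjusted p under 0.05, where chance gives 762, and a smallest adjusted p of 0.849. Limma estimated the spread of each probe over all groups together, so these p values also carry the spread between female replicates. They do not measure the male spread alone. Across probes, the replicates had r of 0.508 in males, 0.017 in paired females and 0.249 in unpaired mature females. The SAM test of the methods called 3237 probes, 1776 up and 1461 down, and, tried after seeing the data, 1492 with normexp and loess and 4375 with median centring only.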

We identified 1,120 differentially expressed genes in paired males with significant changes (q-value < 0.05) when compared with the no-drug control (Table 2; S4 Table). 

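U2AF1 and U2AF2, which recognize the splice acceptor site, had a mean log2 PZQ/control over 2 replicates of −1.75 (−2.18 and −1.33) and −1.65 (−2.06 and −1.23), whereas the splicing-linked TCERG1 had 1.20 (1.42 and 0.97). Of 18 splicing probes in a list fixed beforehand, 4 were above and 6 below 0 on all 4 arrays of males. The mitotic kinases CDK1 and AURKA gave −0.95 (−0.93 and −0.96) and −1.06 (−1.09 and −1.04), and the ribosomal protein RPS24 −0.82 (−0.68 and −0.96). Above control were the myosin heavy chains MYH6 at 1.90 (2.42 and 1.38) and MYH7 at 1.32 (2.05 and 0.59), with gelsolin (GSN) at 1.15 (1.06 and 1.25). The membrane linker EZR had 1.06 (1.22 and 0.91), while calmodulin (CALM1) had −0.77 (−0.94 and −0.59).
Of the 114 probes found for the genes of S5 Table in males, 39 were above 0 and 70 below on all 4 arrays. By network these counts were 13 and 10, 6 and 18, 6 and 16, 11 and 12, and 3 and 14. The first network had a median log2 of 0.82 over all 24 probes but −0.67 over the 19 well above background in both channels, and over all 24 it was 0.17 with normexp and loess and 0.50 with median centring only. The median of the fourth over all its probes changed sign with median centring only, from 0.01 to −0.11. Over its 19 probes well above background in both channels it was 0.65. The genes were chosen by the study on these samples, and none passed limma.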

IPA revealed five enriched networks of differentially expressed genes in paired males (p-values from 10^−43^ to 10^−29^) (Fig 1D). The list of genes in the networks is available in S5 Table.

**Table 2:** General information about gene expression in paired males exposed to PZQ compared with no-drug controls.

*S*. *mansoni* genes	Expressed genes ^a^	Paired Males		
		Diff. expressed ^b^	Down-regulated	Up-regulated
Detected on the microarrays	9,977	1,120	592	528
Predicted in the genome	7,039	709	378	331
Not predicted in the genome ^c^	2,938	411	214	197

^a^ Number of genes expressed in at least one condition, *i*.*e*. in control or in treated paired male adult worms.

^b^ q-value < 5%

^c^ Either predicted in *S*. *japonicum*, present in other species, or detected only in *S*. *mansoni* without close homologs in other species (no match).

The first most significantly enriched network (p-value = 10^−43^) is associated to functions such as cellular assembly and organization, cell-to-cell signaling and interaction (Fig 3). The schistosome tegument provides structural and functional elements for nutrient uptake and physical and immunological protection [46–48]. In this network we identified tegument genes, such as actin-2 (Smp_034550) and alpha actin (Smp_034550), tropomyosin (Smp_031770), and myosin (identified in the array with a homolog from other species gi|547978), which encode proteins that participate in muscle contraction, and are also part of the cytoskeleton. These affected genes are in line with the physiological effects of PZQ described in the literature: it is well-known that PZQ causes early spastic paralysis of the worm musculature, vacuolization at the base of the tegumental syncytium, and blebbing on the surface [49]. 

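In paired males, the myosin listed as MYH2 in S5 Table had a log2 PZQ/control of 1.49 (SD 0.30, n = 2), tropomyosin Smp_031770 of 0.91 (SD 0.23) and the actin-binding ACTN2 (Smp_034550) of 0.88 (SD 0.35). All 3 were above 0 on all 4 arrays and far above background in both channels. In paired females they differed between replicates, with MYH2 at −0.28 and 1.69, tropomyosin at −0.42 and 1.04 and ACTN2 at −0.21 and 1.90. In unpaired mature females tropomyosin was below 0 on all 4 arrays (−0.69, SD 0.28) and MYH2 above 0 on all 4 (0.72, SD 0.74), which turned to −0.05 with female replicate 1 labelled by its descriptions. Each had an adjusted p of 0.963 in males from limma. With background-subtracted signals and median centring only, tropomyosin had 0.46 and ACTN2 0.55 in males.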

Morphological changes are accompanied by an increased exposure of parasite antigens on the worm surface [50]. It is also known that tegument genes up-regulation is an early response to PZQ of male worms, possibly reflecting tegument stress [48].

**Fig 3:**
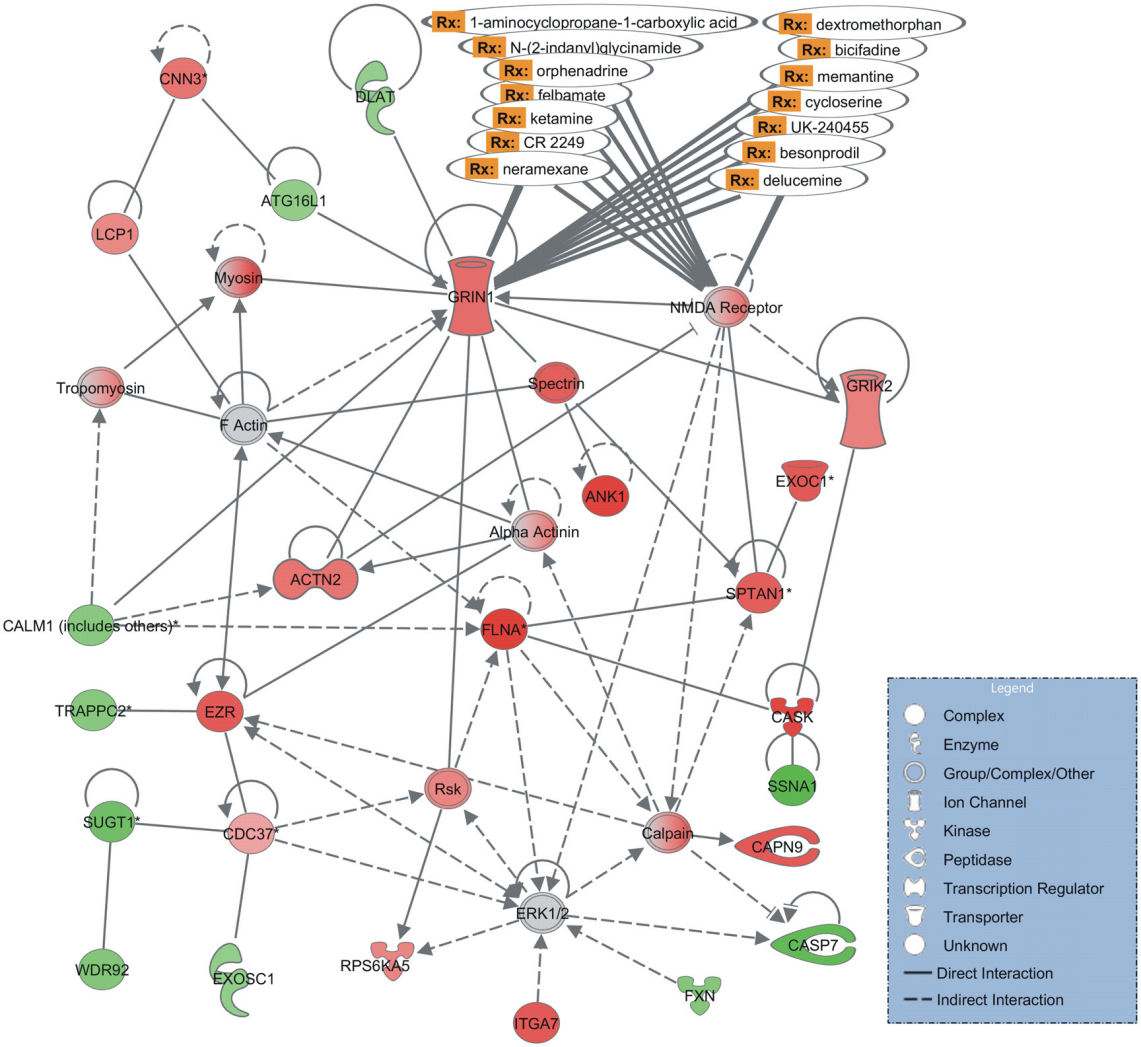
Most significantly enriched interaction network of differentially expressed genes in PZQ-treated paired males. The gene interaction network is related to cellular assembly and organization, cell-to-cell signaling and interaction. The shapes of elements correspond to different types of molecules, as indicated in the inset box. Arrows indicate the relationship between the elements: dashed or solid lines indicate indirect or direct interactions, respectively. The color intensity is proportional to expression value, computed as log2 [PZQ/Control]; red corresponds to positive log-ratios, *i*.*e*. genes up-regulated in paired males treated with PZQ when compared with no-drug controls, green corresponds to negative log-ratios, *i*.*e*. down-regulated genes, and grey corresponds to those genes present in the analysis but not differentially expressed. Two genes from this network encode human proteins that are known drug targets and the corresponding drugs (Rx) are indicated.

We identified two glutamate receptor genes, GRIN1 (Smp_126350) and NMDA receptor (Smp_126350), as up-regulated and present in the enriched network of genes affected by PZQ in paired males (Fig 3). 

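The probe of GRIN1 (Smp_126350), an NMDA-type glutamate receptor subunit, had a log2 PZQ/control of 0.93 (SD 0.11, n = 2) in paired males, from 1.01 and 0.85 in the 2 replicates, and was above 0 on all 4 arrays. It was well above background in both channels of the male arrays. In females GRIN1 was dim, with 2 of 4 PZQ and 0 of 4 control arrays well above background in paired females, too dim for a fold, and it was not tested in either female group. The adjusted p in males was 0.963 from limma.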

The proteins encoded by these genes may be related to the L-glutamate-induced contractions observed in isolated *S*. *mansoni* muscle fibers [51]. It is noteworthy that a new glutamate receptor SmGluR, belonging to the G protein-coupled receptor (GPCR) superfamily has been characterized in neurons and the female reproductive tract of *S*. *mansoni* worms [52]. Also, the presence of ivermectin-insensitive glutamate-gated chloride channels has been described in *S*. *mansoni* [53]. Glutamate receptors are particularly promising drug targets because of their involvement in fast excitatory transmission [54]. Many neuroactive drugs under development for treatment of human diseases target glutamate receptors [55–57] and the mainstay of nematode control, ivermectin, works through a glutamate receptor [58]. PZQ induces muscular contractures that lead to tegumental rupture and death [8]. It is conceivable that a L-glutamate receptor agonist could enhance parasite muscle contraction and amplify PZQ effect.

### Common gene targets in female and male worms can point to important drug candidates to be tested as possible schistosomicides

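Among the genes called by SAM in both paired males and paired females were RPS6KA5, the calcium sensor HPCAL1, the tropomyosin TPM1, the exocyst component EXOC2 and the convertase PCSK2. Of 10,705 probes detected in both groups, the 2 SAM lists shared 140. Limma called none in either group, so its lists share 0.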

Despite the highly divergent transcriptional patterns between male and female worms [59], we found 48 overlapping genes that were affected by PZQ in both paired males and females (Fig B (upper panel) in S1 Text). Notably, 85% of these genes showed a similar pattern of expression in the two genders (either up-regulated in both, or down-regulated in both, upon treatment) (Fig B (lower panel) in S1 Text; S4 Table), probably resulting from gender-independent effects of PZQ. 

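Of the 140 probes on both SAM lists, 119 had the same direction in paired males and paired females (85%), 113 up and 6 down in both, whereas 20 were up in females and down in males and 1 the other way. Independent lists of these sizes would hold 52.1 probes that are up in both and 75.4 that are up in females and down in males. The group means of log2 PZQ/control had a Pearson r of 0.314 across probes, which are not independent replicates. Female replicate 2 resembled the males, with r of 0.544 and 0.484 to male replicates 1 and 2, whereas female replicate 1 did not, with −0.315 and 0.025. Without paired female replicate 1 the r of the group means was 0.576, and without replicate 2 it turned to −0.147. The male replicates had r of 0.508 with each other. For the difference in response between paired females and paired males, limma called 0 of 10,673 probes, with 424 at an unadjusted p under 0.05, and all 12 arrays with the replicate as a random block called 0.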

The finding of a predominantly similar pattern of expression in the two genders, described here, is in contrast with the findings from a recent comparison of gene transcription in worms exposed to PZQ *in vitro* [60]; the difference is possibly due to the fact that the authors used a 10-fold higher concentration of PZQ [60] than the one used here. Hines-Kay and co-workers [60] compared the effect of PZQ on gene expression between adult *S*. *mansoni* male and female parasites and showed that, among the genes that were affected by PZQ in both males and females, only 20% were changed in the same direction (either up or down) in both sexes. The different patterns of expression changes between the two works are in line with the known differential susceptibility of the two genders to the different tested concentrations of PZQ.

You and co-workers [48] have investigated the expression changes in *S*. *japonicum* recovered from infected mice treated with sublethal doses of PZQ, and have highlighted CamKII, a putative calcium/calmodulin-dependent protein kinase type II delta chain, as the leading candidate among the genes affected by PZQ [48]. 

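The calcium/calmodulin-dependent kinase CamKII (Smp_011660) was well above background in both channels of all arrays. Its log2 PZQ/control was 0.67 (SD 0.02, n = 2) in paired females, above 0 on all 4 arrays. It was 0.07 in unpaired mature females (SD 0.44) and in paired males (SD 0.34), in both with 2 arrays above 0 and 2 below, and it turned to −0.14 and −0.08 with background-subtracted signals and median centring only. Adjusted p from limma was 0.513, 0.950 and 0.991. In paired females the log2 was 0.33 with normexp and loess and 1.01 with median centring only, and in unpaired mature females 0.22 with female replicate 1 labelled by its descriptions.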

In our *in vitro* assay, *S*. *mansoni* CamKII (Smp_011660) was not detected as differentially expressed either in females or males. Nonetheless, five other genes belonging to the calcium-signaling pathway and identified as differentially expressed by You and co-workers [48] were also detected as significantly changed in our conditions. Three calcium-transporters, namely PMCA, the plasma membrane calcium-transporting ATPase (Smp_176130), SERCA, the sarcoplasmic/endoplasmic reticulum calcium-transport ATPase (Smp_136710), and RYR, the ryanodine receptor (Smp_163570), were up-regulated in paired males in both *S*. *mansoni* and *japonicum* datasets. 

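SERCA, which pumps calcium into the sarcoplasmic reticulum, had a log2 PZQ/control of 0.95 (SD 0.08, n = 2) in paired males and was above 0 on all 4 arrays. The plasma membrane pump PMCA had 0.65 (SD 0.08), also above 0 on all 4 arrays, with its control signal well above background on 2 of 4 arrays. In females both pumps were below detection in both conditions on every array, so no fold can be given. The adjusted p in males was 0.963 for both from limma. PMCA had 0.26 in males with normexp and loess and 0.88 with median centring only. The tables at hand name no probe for RYR.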

The other two genes were CaN and PKC. CaN, the protein phosphatase-2b (Smp_126260), that was up-regulated in unpaired mature females in our dataset as well as in *S*. *japonicum* females [48]. 

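CaN (Smp_126260), the catalytic subunit of the calcium-dependent phosphatase calcineurin, had a log2 PZQ/control of 1.24 (SD 0.01, n = 2) in unpaired mature females and was above 0 on all 4 arrays. Its signal was dim there, well above background on 2 of 4 PZQ and 1 of 4 control arrays, so it was not tested. In paired males CaN was measured on all arrays and had −0.17 (SD 0.07, adjusted p = 0.978 from limma), which turned to 0.07 with median centring only and was −0.02 with normexp and loess. With normexp and loess the log2 in unpaired mature females was 0.26, and with median centring only 1.51. With female replicate 1 labelled by its descriptions it was 0.36. The tables at hand name no probe for PKC.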

PKC, the serine/threonine protein kinase (Smp_176360), was down-regulated in unpaired mature females as well as in *S*. *japonicum* females [48].

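S5 Table gives 6 genes for paired males and paired females together, namely CNN3, PCSK2, TPM1, LCP1, RPS6KA5 and HPCAL1. In paired females all 6 were above 0 on all 4 arrays. In paired males 5 were, and LCP1 was above 0 on the 3 arrays that gave a value. None was above 0 on all 4 arrays of unpaired mature females. The median log2 PZQ/control was 0.85 in males (0.55 with median centring only) and, over the 3 genes well above background in both channels of every array, 1.82 in paired females. Over all 6 genes, those with a dim control included, the paired female median was 1.83. It became 0.78 with normexp and loess, 1.96 with median centring only and 0.43 with female replicate 1 labelled by its descriptions. The study took these genes from these samples, and limma passed none.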

Functional analysis revealed one interaction network that was significantly enriched (p-value = 10^−17^) with genes whose expression was equally affected (predominantly induced) in paired males and females by PZQ treatment (Fig 1E); this network is associated with carbohydrate metabolism, molecular transport, and small molecule biochemistry. Interestingly, calcium ion is a ligand that is in the center of this network (Fig 4), regulating the proteins related to muscle contraction encoded by the genes present in the network (see list of genes in S5 Table). PZQ produces a well-documented effect on intracellular Ca2+ levels in adult schistosomes [61]. 

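HPCAL1, a neuronal calcium sensor, had a log2 PZQ/control of 1.37 (SD 0.54, n = 2) in paired males. In control paired females it was below detection on all 4 arrays, and its signal was at least 2.05-fold higher under PZQ, measured on all 4 arrays. Among 12 tested probes of calcium signalling it was the 1 that rose in paired females when adjusted over the list alone (adjusted p = 0.0404), a probe that the study's network also holds. The calponin CNN3, which binds actin and tropomyosin in smooth muscle, gave 0.88 (SD 0.03) in paired males and 1.09 (SD 0.53) in paired females, both above 0 on all 4 arrays, and −0.78 (SD 0.73) in unpaired mature females. Over all probes the adjusted p from limma in paired females was 0.312 for HPCAL1 and 0.378 for CNN3, and in males 0.963 for both. With background-subtracted signals and median centring only, CNN3 had 0.45 in males, and with female replicate 1 labelled by its descriptions it had 0.09 in paired and 0.22 in unpaired mature females. With normexp and loess, whose offset draws dim ratios toward no change, the fold of HPCAL1 in paired females was 1.26, under the bound above. Its call over the list alone ended with normexp and loess (adjusted p = 0.883), without a filter (0.227), with either paired female or male replicate left out, and with those labels or the stricter filter, where it was not tested.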

HPCAL1 (Putative neuronal calcium sensor—Smp_068510) and CNN3 (Calponin—Smp_078690), both implicated in the regulation and modulation of smooth muscle contraction, were up-regulated in *S*. *mansoni* males and females exposed to the sublethal dose of PZQ.

**Fig 4:**
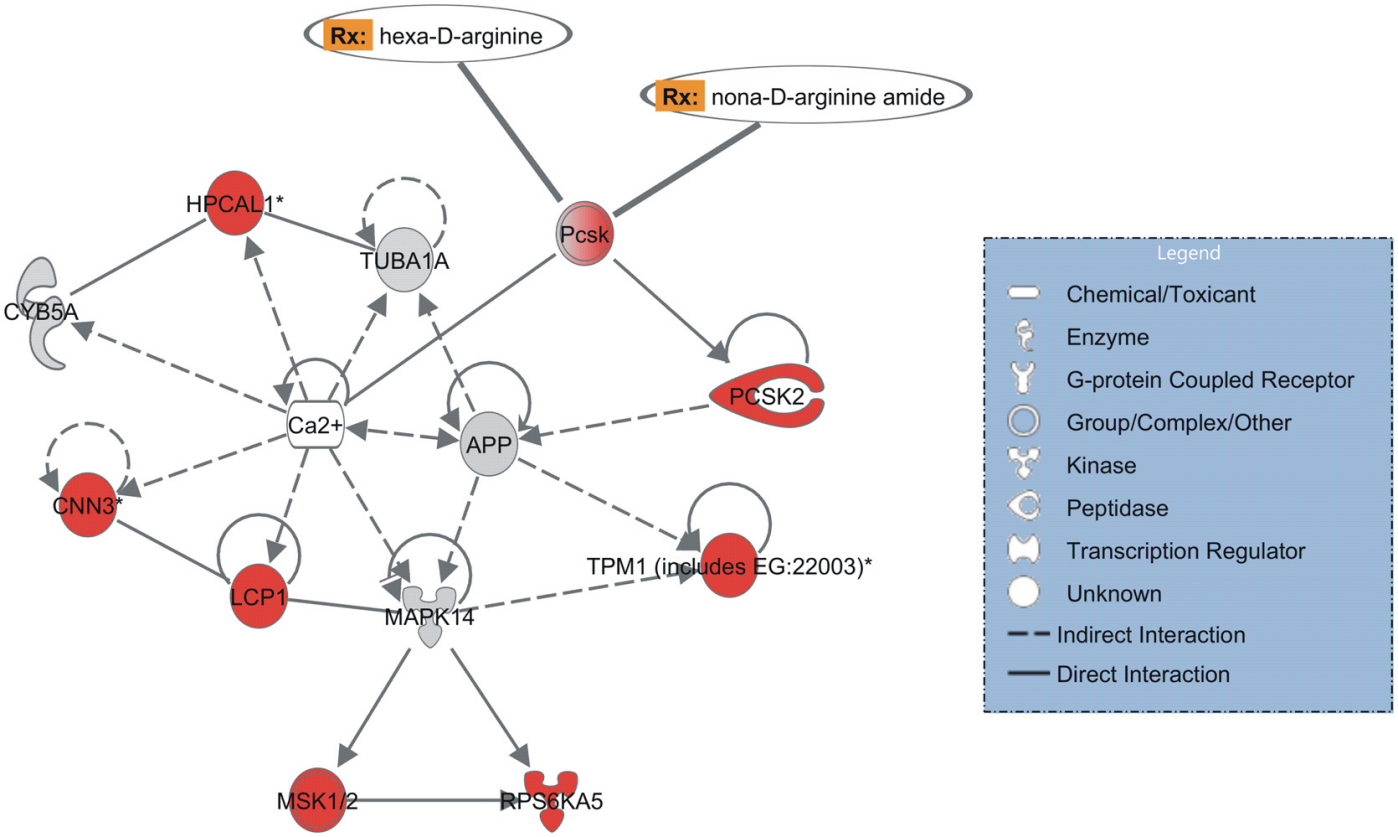
Enriched gene interaction network detected with similar expression pattern in PZQ-treated paired males and females. The gene interaction network is related to carbohydrate metabolism, molecular transport and small molecule biochemistry. The shapes of elements correspond to different types of molecules, as indicated in the inset box. Arrows indicate the relationship between the elements: dashed or solid lines indicate indirect or direct interactions, respectively. The color intensity is proportional to expression value, computed as log2 [PZQ/Control]; red corresponds to positive log-ratios, *i*.*e*. genes up-regulated in paired males and females treated with PZQ when compared with their respective no-drug controls, grey corresponds to those genes present in the analysis but not differentially expressed. In humans, one gene homolog in this network encodes a protein that is a known drug target and the corresponding drugs (Rx) are indicated.

It is noteworthy that the human homolog of Pcsk proprotein convertase gene, present in the enriched network described above (Fig 4) is a drug target. 

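The probe of PCSK2 (Smp_077980), a convertase that processes prohormones, had a log2 PZQ/control of 1.26 (SD 0.29, n = 2) in paired females, with its control signal well above background on 3 of 4 arrays, and of 0.80 (SD 0.22) in paired males. In both groups it was above 0 on all 4 arrays. The 2 replicates of unpaired mature females had −0.48 and 0.24 (mean −0.12, and −0.32 with median centring only). The adjusted p from limma was 0.312 in paired females and 0.963 in males, and 0.973 for the difference between them. PCSK2 had a log2 of 0.58 in paired females with normexp and loess and 1.67 with median centring only. With female replicate 1 labelled by its descriptions it had 0.49 in paired and 0.65 in unpaired mature females.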

Our results supports findings of a recent comparative chemogenomics strategy that predict the protein encoded by Smp_077980 as one out of 35 potential drug targets in *S*. *mansoni* [62]. Because of the role played by these protein convertases in humans, Pcsks are now considered to be attractive targets for the development of powerful novel therapeutics [63]. Two synthetic peptides, hexa-D-arginine and nona-D-arginine amide, have been investigated as Pcsk inhibitors in therapeutic strategies against anthrax [64]. As Pcsk is a common target for female and male worms, and this gene is up-regulated in worms under the physiological mated condition, these Pcsk inhibitors could be important drug candidates to be tested *in vitro* and also in the mouse model as possible schistosomicidal combination drugs along with PZQ.

### Validation of differentially expressed protein-coding genes by Reverse Transcription-quantitative Real Time PCR

We selected 9 differentially expressed genes affected by PZQ in both paired and unpaired mature females, when compared with their no-drug respective controls, for validation of expression changes by Reverse Transcription—Quantitative Real Time PCR (RT-qPCR). The nine selected genes were: ATP1A2 (Smp_015020—ATPase, Na+/K+ transporting, alpha 2 polypeptide), ARF6 (Smp_000730—ADP-ribosylation factor 6), EXOC2 (Smp_131960—exocyst complex component 2), EXOC5 (Smp_148070—exocyst complex component 5), GNA12 (Smp_074510—guanine nucleotide binding protein (G protein) alpha 12), INPP1 (Smp_017520—inositol polyphosphate-1-phosphatase), MAPK3 (Sjc_0044730—mitogen-activated protein kinase 3), RPS6A5 (Smp_017900—ribosomal protein S6 kinase, 90kDa, polypeptide 5), TUBGCP3 (Smp_159180—tubulin, gamma complex associated protein 3).

Fig 5A shows that for paired females seven out of the nine genes were successfully validated by RT-qPCR, whereas no changes in expression were detected for EXOC5 and INPP1. Fig 5B shows that eight out of the nine selected genes were successfully validated for unpaired mature females, with statistical significance. In addition, the direction of change in expression was in agreement between both microarray and RT-qPCR for all tested genes, i.e. the genes were up-regulated in paired females when compared with no-drug controls, and down-regulated in unpaired mature females relative to controls both by microarray and RT-qPCR.

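On the arrays, the exocyst component EXOC2, which tethers secretory vesicles, had a log2 PZQ/control of 1.56 (SD 0.41, n = 2) in paired females and −1.57 (SD 0.48) in unpaired mature females. It was well above background on 1 of 4 control arrays of the former and on 1 of 4 PZQ arrays of the latter. EXOC5 had 1.84 (SD 1.66) in paired females, from 0.67 and 3.02 in the 2 replicates with control measured on 2 of 4 arrays, and −0.83 (SD 0.17) in unpaired mature females. All 9 genes of Fig 5A and Fig 5B, dim signals included, had a mean above 0 in paired females and below 0 in unpaired mature females, and the same held with normexp and loess and with median centring only. The study chose these genes as affected in both female groups on these samples, so their directions are not independent evidence. With female replicate 1 labelled by its descriptions, 7 of 9 were above 0 in paired females and 5 of 9 below 0 in unpaired mature females. For genes chosen as opposite under the titles' labels, that exchange averages rises with falls, so it cannot tell which labels are right. EXOC2 and EXOC5 had adjusted p of 0.312 in paired females from limma, 0.168 and 0.518 in unpaired mature females, and 0.100 and 0.138 for the difference. EXOC2 had 0.17 and −0.45 with normexp and loess and 0.31 and −0.32 by the descriptions, and EXOC5 0.36 and −0.58, and 1.15 and −0.14. With median centring only EXOC2 had 1.72 and −1.46, and EXOC5 2.23 and −1.03.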

**Fig 5:**
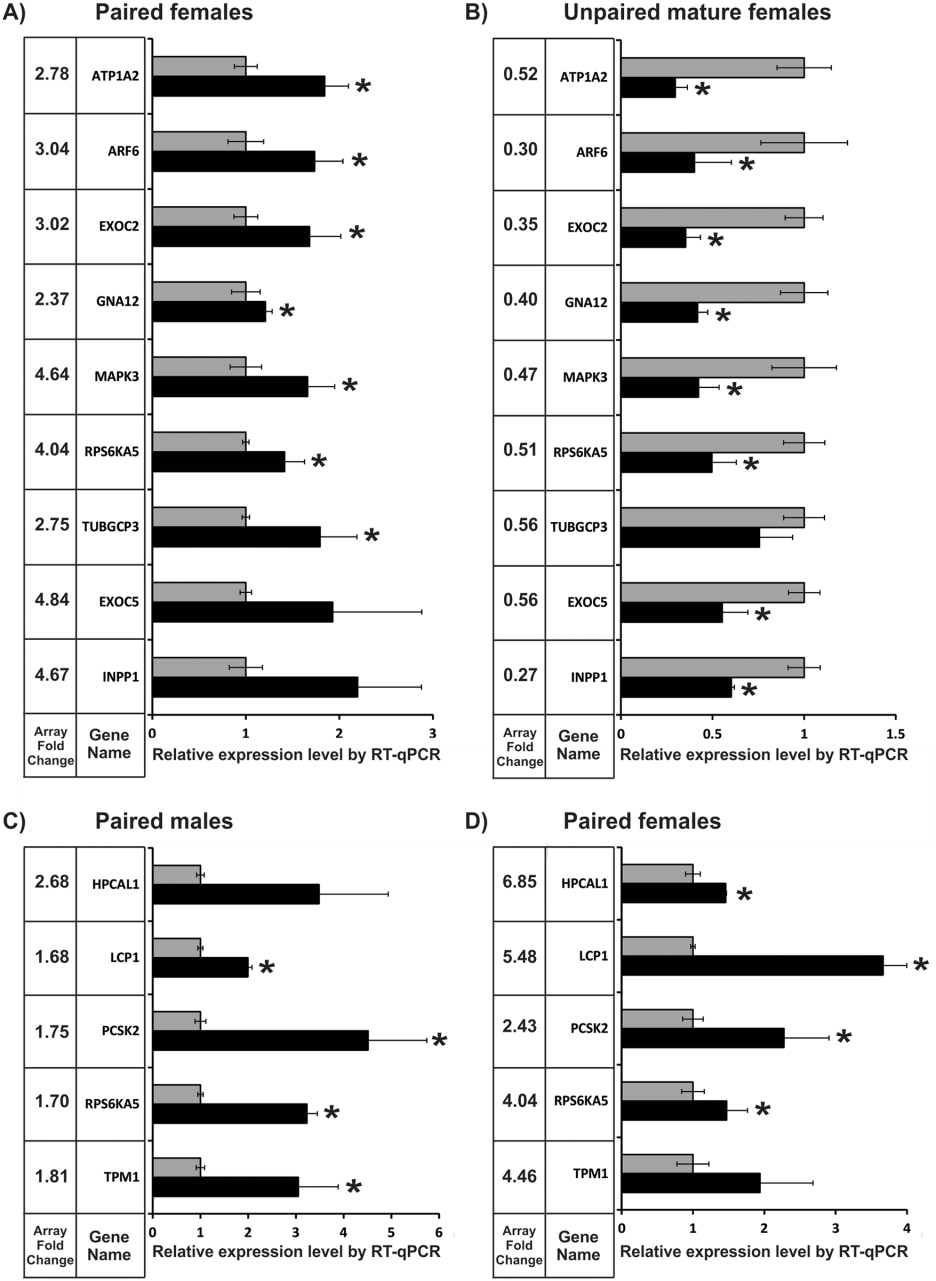
Validation by RT-qPCR of expression changes induced by PZQ treatment in *S*. *mansoni* adult worms. The expression levels of genes were measured by RT-qPCR in parasites treated with PZQ (black bars) relative to the levels in the respective no-drug control parasites (gray bars). Genes were measured (A) in paired females; (B) in unpaired mature females; (C) in paired males; and (D) in paired females. Genes with significant difference (t-test, p < 0.05) are marked with asterisk. Next to each gene name, the gene expression fold-change induced by PZQ and detected by microarray is shown for comparison.

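LCP1, which bundles actin filaments, had a log2 PZQ/control of 0.84 (SD 0.41, n = 2) in paired males, where 3 of 4 arrays gave a value, and of 1.83 (SD 2.04) in paired females, from 0.39 in replicate 1 and 3.27 in replicate 2. In paired males TPM1 had 0.85 (SD 0.12) and RPS6KA5 0.76 (SD 0.07), both above 0 on all 4 arrays. The adjusted p from limma was 0.963 for all 3 in males and 0.379 for LCP1 in paired females. These tests take the spread over all groups, which for TPM1 in males gave a standard error of 0.557 beside the male SD of 0.12. With background-subtracted signals and median centring only, the male values of LCP1 and TPM1 were 0.44 and 0.40. LCP1 had 0.83 in paired females with female replicate 1 labelled by its descriptions.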

We further selected five genes for RT-qPCR validation that were affected by PZQ in paired males and females, when compared with their no-drug respective controls: PCSK2 (Smp_077980—proprotein convertase subtilisin/kexin type 2), TPM1 (identified in the array with a homolog from other species gi|256078894—tropomyosin 1), LCP1 (Smp_037230—lymphocyte cytosolic protein 1), RPS6KA5 (Smp_017900—ribosomal protein S6 kinase, 90kDa, polypeptide 5), HPCAL1 (Smp_068510—hippocalcin-like 1).

Fig 5C shows that four out of the five selected genes (80%) were successfully validated by RT-qPCR for paired males with statistical significance, while HPCAL1 change was not significant. Fig 5D shows again that four out of the five selected genes (80%) were successfully validated for paired females, while TPM1 change was not significant.

Selection of genes for validation was based on the fact that most of these genes were highlighted by the functional analyses mentioned above. Twenty-three out of the twenty-eight conditions (82%) that have been tested (Fig 5), among the 13 different protein coding genes that were selected for validation by RT-qPCR, had significant expression changes confirmed. Overall, the Spearman correlation between microarray data and RT-qPCR was 0.53 with a p-value = 0.004. We consider it to be a successful validation, especially if we note that none of the directions of change in the microarray and RT-qPCR data showed a conflicting result; it is already known that both experimental techniques, microarray and qPCR have inherent pitfalls that affect quantification and cannot be fully controlled [65].

### Effect of OMP on adult schistosomes treated with PZQ

We based our choice of OMP on the IPA results (Fig 2), which show a gene interaction network, enriched with PZQ-induced differentially expressed genes in females, that comprises three *S*. *mansoni* genes whose human homologs encode proteins that are known targets of different drugs (Fig 2) already tested in humans for other diseases. For the drug synergy test between PZQ and a possible new schistosome inhibitor, we chose OMP (Fig 2), a drug widely prescribed for children and adults that targets the human ATP1A2 enzyme. OMP is one of the most widely prescribed drugs for peptic ulcer treatment, has an FDA-approved generic version, is available over-the-counter in some countries, and is on the World Health Organization's List of Essential Medicines. OMP inhibits the human (H^+^/K^+^)-ATPase gastric proton pump, which may be responsible for acid secretion [28]; it has also been shown to inhibit the kidney and brain (Na^+^/K^+^)-ATPase [29,30].

Another criterion to choose OMP was that the expression of SmATP1A2 was significantly up-regulated in paired females when the parasites were exposed to PZQ (Fig 2). 

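In paired males the probe of ATP1A2 was well above background in both channels of all 4 arrays. Its log2 PZQ/control was 0.12 in replicate 1 and −0.31 in replicate 2, with a mean of −0.09 (SD 0.30, n = 2) and an adjusted p of 0.983 from limma. With background-subtracted signals and median centring only the mean turned to 0.09, and with normexp and loess it was −0.02. The difference between paired females and males was not tested, since ATP1A2 was dim in the former.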

Although the microarray expression analysis of males treated with PZQ did not show ATP1A2 as a differentially expressed gene (with the significance cut off that we selected for the array data), RT-qPCR has clearly detected ATP1A2 as significantly up-regulated in male worms (Fig C (upper panel) in S1 Text).

In addition, OMP has already been shown to be synergistic with the first-line treatment drug quinine against the *Plasmodium falciparum* protozoan parasite [66]. In that work, EC50 for OMP alone was determined to be 14 to 36 μM [66], and we therefore decided to choose a 2-fold higher concentration of OMP (25 μg/ml, 72 μM) to be used in our experiments, with a more complex platyhelminth.

We first determined a sublethal concentration of PZQ that killed only a very small percentage of adult worms; because males are more susceptible to PZQ than females [9], we determined a separate specific sublethal concentration for each gender (150 ng/ml PZQ for males and 532 ng/ml PZQ for females) (see Methods).

Next, the possible synergistic effect of PZQ and OMP was assayed by looking at the survival of *S*. *mansoni* paired adult worms incubated *in vitro* with PZQ or OMP alone and in combination. The parasites were monitored for survival over a period of 120 h. The negative control corresponded to adult worms assayed in 1.5% DMSO.

To obtain a statistical estimate of the significance of the PZQ+OMP effect, we performed a Kaplan-Meier survival analysis of male or female adult worms treated with PZQ versus PZQ+OMP, using all the events of the two biological replicas in the analysis. Fig 6A shows the Kaplan-Meier curve of male survival, which revealed an 8-fold statistical increase in male death (*p*-value < 0.0001) for paired worms treated with the synergistic combination of a sublethal dose of PZQ (150 ng/ml) + 25 μg/ml OMP (Fig 6A, blue line), when compared with male death in worm pairs treated with the sublethal dose of PZQ alone (Fig 6A, red line). For the females survival assay, worm couples were treated with a synergistic combination of PZQ (532 ng/ml) + 25 μg/ml OMP, which caused a 2.98-fold statistical increase in female death (*p*-value = 0.005) (Fig 6B, blue line) when compared with the female death in worm pairs treated with PZQ (532 ng/ml) alone (Fig 6B, red line). In contrast, male and female worms remained viable until the end of the incubation period (120 h) in the groups treated with 25 μg/ml OMP alone (Fig 6A and 6B, black lines), as well as in the no-drugs negative control group.

**Fig 6:**
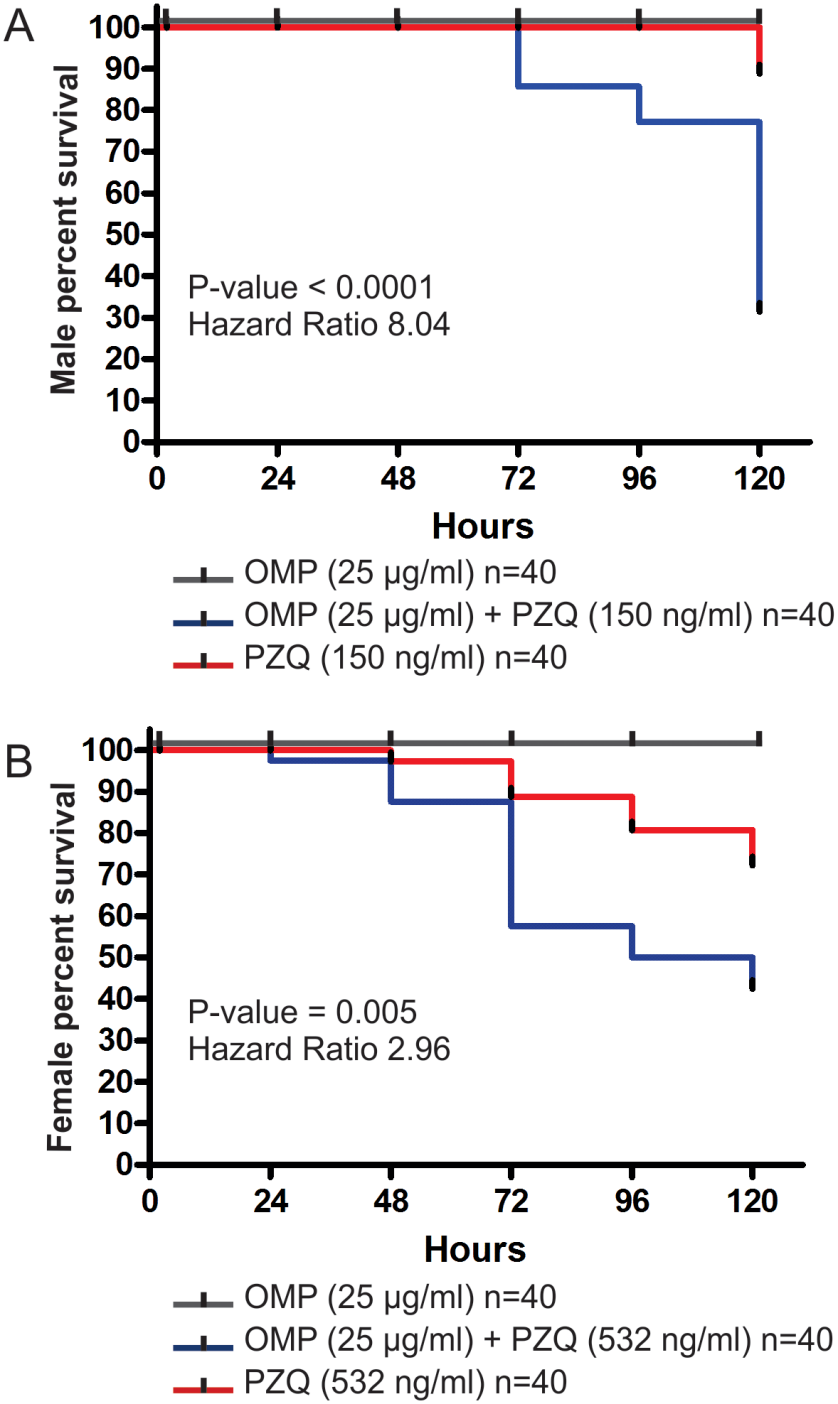
Kaplan-Meier survival curves for adult *S*. *mansoni* worms treated *in vitro* with PZQ+OMP, PZQ or OMP. Adult worm couples were treated with a synergistic combination of PZQ+OMP (blue line), with PZQ alone (red line) or with OMP alone (black line). The assays were performed with paired adult worm couples (20 couples for each of the three conditions in each of the two biological replicates) and the fraction of surviving worms was recorded after 2, 24, 48, 72, 96 and 120 hours; the Kaplan-Meier survival curve was calculated using all the events of the two biological replicas together, and the Log-rank Mantel-Cox statistical test was used to calculate the significance of the Hazard Ratio between OMP+PZQ and PZQ alone. The effect of the synergistic combination was analyzed for each gender separately: (A) for scoring males percent survival, couples were incubated in the presence of 150 ng/ml PZQ, with or without 25 μg/ml OMP, or in the presence of 25 μg/ml OMP alone; and (B) for scoring females percent survival, couples were incubated in the presence of 532 ng/ml PZQ, with or without 25 μg/ml OMP, or in the presence of 25 μg/ml OMP alone.

The above results show that OMP at the tested dose does not kill viable adult (male or female) worms, just affecting PZQ-stressed parasites. This is in contrast to the effect of OMP on protozoans [67–70], which are killed by OMP alone. In fact, Jiang et al. [69] have shown that in *Leishmania donovani* the antiparasitic action of OMP is due to its inhibition of the P-type K/H-ATPase on the surface membrane. Here, the PZQ+OMP synergistic effect against *S*. *mansoni* was obtained with a dose of 72 μM OMP (25 μg/ml) that is similar to the EC50 of 76 μM OMP against *P*. *falciparum* [68]. It seems that the synergistic action of OMP+PZQ against PZQ-stressed *S*. *mansoni* could be dependent on the increased expression of the ATP1A2 Na/K-ATPase caused by PZQ. This would suggest that OMP is counteracting the increased Na/K-ATPase activity in PZQ-stressed *S*. *mansoni* parasites. On the other hand, it is known that OMP also targets the ATP-dependent efflux transporter P-glycoprotein [71], a member of the ABC multidrug transporter family. In *S*. *mansoni* one member of this group was identified as SMDR2 (*S*. *mansoni* Multidrug Resistance 2) encoding a Pgp-like protein [72]. We detected the SMDR2 gene as up-regulated in paired females treated with PZQ, while in unpaired mature females the opposite expression change was observed. It has been shown that SMDR2 activity is inhibited by PZQ in a recombinant protein assay [73], and that inhibition by the specific drug tariquidar or knockdown of SMDR2 P-glycoprotein enhances PZQ activity [74] by a mechanism that involves an increased retention of labeled-PZQ inside the worms [74]. Therefore, there is a possibility that OMP would similarly act through inhibition of the P-glycoprotein in PZQ-stressed parasites, to increase the retention of PZQ and parasite susceptibility. 

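Smp_137080, listed as ABCB1 in S5 Table and taken here as the P-glycoprotein gene, was among the dimmest genes named in the text. In paired females it was well above background on 2 of 4 PZQ and 0 of 4 control arrays, and in unpaired mature females on 0 of 4 PZQ and 1 of 4 control arrays. Both cases were too dim for a fold and were not tested. In paired males ABCB1 was measured in both channels of all arrays, with a log2 PZQ/control of 0.50 (SD 0.28, n = 2), above 0 on all 4 arrays (adjusted p = 0.963 from limma) and 0.28 with normexp and loess. With median centring only it was 0.71.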

Further studies are warranted, such as those for measuring the retention of labeled-PZQ in the presence of OMP, or for measuring the effect of OMP upon knockdown of ATP1A2 Na/K-ATPase or SMDR2 P-glycoprotein, to determine whether OMP is acting through either or both possible mechanisms.

### Effect of OMP on schistosomula treated with PZQ

We also investigated the effects of OMP or OMP+PZQ for the ability to affect schistosome larvae maintained in culture; 3-hour-old schistosomula were cultured *in vitro* in the presence of the same concentrations of OMP or OMP+PZQ used for the adult worm couples test, mobility and death were monitored, and a typical experiment is shown in Fig D in S1 Text. Both OMP and PZQ were non-toxic for schistosomula over a period of 7 days. After 24- hour incubation the schistosomula were alive and morphologically normal (Fig D in S1 Text) and no red fluorescence signal (no dead larvae) could be detected under all concentrations of PZQ or PZQ+OMP tested. On day 7 a slight contraction was observed, although no opaque worms or immobile larvae were observed, and no red fluorescence signal (no dead larvae) could be detected (Fig D in S1 Text). The schistosomula in the negative control group also remained viable until the end of the incubation period. In order to have a positive control, we incubated schistosomula at a very high PZQ concentration (10 μg/ml PZQ, 20 to 60 X higher than in the test experiments) and found that approximately 30% of the larvae were dead after incubation for 7 days (Fig E in S1 Text).

To further characterize the effect of OMP+PZQ on the gene expression pattern of schistosomula, we measured by RT-qPCR the expression of a selected set of 9 genes on schistosome larvae exposed to 532 ng/ml PZQ for 24 hours. We selected the same 9 genes that were detected as differentially expressed in mature adult worms (males and females), including ATP1A2 (Smp_015020). Fig C (lower panel) in S1 Text shows that no statistically significant expression changes were detected in PZQ-treated schistosomula for eight of the tested genes, including ATP1A2, MAPK3, ARF6, EXOC2, GNA12, RPS6KA5, TUBGCP3 and INPP1. Only EXOC5 out of the nine genes had a statistically significant increase in gene expression after 24-hour treatment of schistosomula with 532 ng/ml PZQ.

As already discussed in the previous section, the ATP1A2 gene product is one of the possible drug targets of OMP. In adult worms, ATP1A2 expression was increased upon exposure of the worms to PZQ, and it is conceivable that an increase in ATP1A2 activity is part of the survival response in these adult worms under PZQ stress. Hence, inhibition of ATP1A2 by OMP in the presence of PZQ would increase the mortality of adult worms. Once no change in expression of ATP1A2 was observed in schistosomula in the presence of PZQ, a synergistic effect of OMP+PZQ would not be expected in schistosomula.

In this respect, it is worth mentioning that juvenile schistosomes (3–4 weeks post-infection), which are normally refractory to 2 μM PZQ, became paralyzed when ABC multidrug transporter inhibitors were added in combination with PZQ [74]. In this scenario, a critical experiment would be to test the effect of OMP+PZQ on PZQ-refractory juvenile worms, and to measure the expression of the ATP1A2 gene under the same conditions.

### Conclusions

Taken together, our results show a global PZQ-driven transcriptional alteration related to gender and to the mating status of *S*. *mansoni* mature females. Our data help to understand the molecular basis of the differences in susceptibility to PZQ between males and paired and unpaired mature females, and therefore differences in the possible mechanisms of drug action. Using functional analysis of gene interaction networks we were able to identify genes affected by PZQ whose human homolog encoded proteins are known targets of a number of drugs already tested in humans for other disease conditions. Among these drugs was OMP, which proved to have a synergistic effect against *S*. *mansoni* when tested *in vitro* in combination with PZQ. Consequently, this study is a proof of concept that integrative network analysis is an important approach to identify synergistic drugs. Repurposing of existing drugs for schistosomiasis is appealing [26], as such a strategy should be far cheaper than developing a new compound from scratch [75]. Additional studies are necessary to elucidate the effect of the combination of PZQ and OMP against *S*. *mansoni* adult worms *in vivo*.

## Supporting Information

S1 Text Comprises the following supplementary figures. Fig A—Heat map of differentially expressed genes detected in paired and unpaired mature *S*. *mansoni* females; Fig B—Heat map of differentially expressed genes detected in paired male and female adult worms; Fig C—Measurement by Reverse Transcription Real Time PCR of the expression changes induced by PZQ treatment in *S*. *mansoni*; Fig D—Schistosomula viability after 1 day and 7 days treatment with OMP or OMP+PZQ; Fig E—Schistosomula viability in a positive control assay with an extremely high concentration of PZQ.
(PDF)

S1 Table Complete list of selected probes (marked "YES, To be used in expression analysis") and their corresponding *S*. *mansoni* gene annotations. These probes were selected because they showed the smallest coefficient of variation of probe intensity, among the different probes for the same Smp gene on the microarray, when analyzing the replicas of almost all previously published experiments using this array.
(XLS)

S2 Table Complete list of the GI number of each human putative homolog gene associated to the corresponding *S*. *mansoni* probe on the array. All probes are in the sense strand and represent *S*. *mansoni* protein-coding genes that were associated to putative human homolog genes.
(XLSX)

S3 Table List of oligonucleotides used in Real Time RT-PCR.

S4 Table List of the S. mansoni differentially expressed genes detected in paired females only, in unpaired mature females only, simultaneously in paired and unpaired mature females, in paired males only, and simultaneously in paired female and paired male worms, all of them treated with PZQ for 16 hours.

S5 Table List of differentially expressed genes that comprise the most significantly enriched gene interaction networks in the following comparisons: genes simultaneously changed in paired and unpaired mature females treated with PZQ; genes in paired female worms treated with PZQ compared with the no-drug controls; genes in unpaired mature female worms treated with PZQ compared with the no-drug controls; genes in paired male worms treated with PZQ compared with the no-drug controls; genes simultaneously changed in paired males and females treated with PZQ.

How the deposited data were processed for this re-analysis (not part of the article)

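Gene expression was measured with 2-channel oligoarrays in adult S. mansoni treated with 0.1 μg/ml PZQ for 16 h and in no-drug controls in 1% DMSO. Paired females, unpaired mature females and paired males were each measured in 2 biological replicates, and each replicate on 2 arrays with swapped dyes, 12 arrays on 4 slides in all. Each array carried 43,426 spots, of which 1417 were controls and 42,009 were not, and the latter stood for 41,739 different probes, 30 of them with several spots.

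The authors scanned each array and extracted the spot intensity of both dyes with Agilent Feature Extraction, whose file headers give version 9.5.1.1. The deposited intensity values per spot include the scanner signal, the local background, a background-subtracted signal and a processed signal after detrending and LOWESS normalization within the array. The deposited log10 ratio per spot is that of the red to the green processed signal, set to 0 where both channels were replaced by surrogates. The authors also deposited a table of log2 ratios of the processed signals, PZQ over control, with 12 columns, 1 per array, and all 12 were used. It matched the processed signals of the array that each column is named for (r = 1 on every array). Its column medians, in the order first array and dye swap, were −0.10 and −0.12 for paired males replicate 1, −0.37 and 0.24 for paired males replicate 2, −0.0047 and −0.11 for paired females replicate 1, −0.12 and 0.02 for paired females replicate 2, 0.10 and −0.03 for unpaired mature females replicate 1, and −0.14 and 0.09 for unpaired mature females replicate 2. The deposited flags mark spots that are well above background, saturated or irregular.

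From these files, the log10 ratio was turned into log2 PZQ/control, several spots of a probe were averaged, and the arrays of a dye swap were averaged. A probe was detected in a group when the PZQ or the control channel was well above background on all 4 arrays of the group. Each group mean was tested against 0, and both differences between groups were tested, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes over 6 biological replicates and 15,594 probes, prior degrees of freedom 4.51). P values were adjusted by Benjamini-Hochberg over the probes detected in the group, or in both groups for a difference, with a threshold of 0.05. The depth of an array is its signal over background, and 23.0% to 45.2% of the spots were well above background per channel. Correlations between the arrays of a dye swap were 0.683 to 0.896. In simulated data with the spread of the real arrays and 200 changed probes per group, limma called 0 of 67 probes with a log2 of 1, 6 of 67 with 2 and 50 of 66 with 4 in paired females, 1, 4 and 48 in unpaired mature females, and 0, 1 and 38 in paired males.

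The alternatives fixed before the data were examined were normexp background correction (offset 50) with loess, background-subtracted signals with median centring only, no filter and a stricter filter on dim probes, the replicate number as a block, the slide as a random block, all 12 arrays with the replicate as a random block and a dye term, each group fitted alone, the SAM one-class test of the methods on the 4 arrays of a group (16 sign flips, q at most 0.05, mean fold change over 1.5), a fold over 1.5 beside limma, female replicate 1 assigned by the free-text descriptions, the authors' table in place of the log ratios of the scanner files, and each replicate left out in turn. SAM under both other normalizations and signal correlations over detected probes only were added after seeing the data. To judge the SAM counts, 20 sets of arrays without any change were simulated, as labelled and with the sign of replicate 2 turned. The choice of 1 probe per gene in S1 Table could not be repeated, since the copy at hand holds 1333 of its entries and lacks 42,088, so all probes were used.

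Genes are named as in S5 Table, which was complete, and else as in the part of S1, S2 and S4 Tables at hand. Of all probes, 2017 are named by one of them. The genes named were every gene that the text names on the arrays, 28 in all and 26 with a probe, whose published values had been seen, and per group the 10 named probes with the largest rise and fall past the threshold, of which there were none. Other members of lists and networks were given as examples after their values were seen. In addition, 20 gene lists were fixed before the data were examined, by words in the annotation: female reproduction and eggshell, male markers, muscle contraction, calcium signalling, tegument and surface, gut proteases, heat shock and chaperones, endoplasmic reticulum folding, redox defence, proteasome, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, splicing, DNA replication and cell cycle, histones, vesicle traffic, MAP kinases, ABC transporters, Na/K- and Ca-ATPases, and tubulin and axonemal dynein. The planned set test of these lists with camera was not run, because the annotation was held only in part. P values adjusted over a list alone were not corrected for the number of lists and groups. The files name no genome build, so no coordinates are given. The RT-qPCR and survival experiments have no deposited files and were left out.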

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

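Written before the result was seen were the tests on dye swaps counted as independent arrays and on an exchange of RNA between the female groups. The tests on a shift toward the vehicle state of the other group and on the normalization were chosen after it, as were the arrays simulated without change.

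On all 8 female arrays, 892 probes were above 0 in paired and below 0 in unpaired mature females, and 564 the other way. They stood out because every array of one group moved opposite to every array of the other. The difference was not tested by these counts. If the groups were independent, with the shares of probes on one side in each, 520 and 243 would be found, and the groups shared slides.

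The first pattern is that SAM on 4 arrays called 703, 3010 and 3237 probes in paired females, unpaired mature females and paired males where limma on 2 replicates called 0. With the sign of replicate 2 turned, which keeps each dye swap intact, SAM still called 294, 514 and 0 probes, or 0.418, 0.171 and 0 of the count. Dye swaps counted as independent arrays were predicted beforehand to keep at least 2 of every 3 calls, and all 3 ratios fell short of that. The 20 simulated sets of arrays without any change kept at least 0.881, 0.857 and 0.818. In unpaired mature females and paired males the ratios lay below those of the simulated sets, which take probes as independent. On the arrays probes moved together, with r of −0.644 to 0.544 between the responses of different groups. A low ratio could then arise from only 2 replicates without a shared response, so the ratios cannot decide there. The simulated sets gave at most 1285 and 1121 calls in these groups, fewer than the 3010 and 3237 found, with the same limit. In paired females they gave 1074 to 1278 calls, more than the 703 found. The ratio cannot decide in paired females either, and that count alone shows no change there. Dye swaps may account for part or all of the calls. What else the replicates share, a response to PZQ among it, stays open, and the simulation takes probes as independent.

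The second pattern is that PZQ-treated females resembled the vehicle control of the other female group more than their own, with r across 10,486 probes of 0.961 against 0.930 and 0.954 against 0.940 in paired females, and 0.982 against 0.914 and 0.957 against 0.935 in unpaired mature females. An exchange of PZQ or vehicle RNA between the female groups could give this pattern, but pairing each PZQ sample with the other control moved the replicate r from −0.000411 to 0.288 in paired females and from 0.185 to 0.035 in unpaired mature females, so the smaller gain was −0.151 and the test could not decide. The RT-qPCR of the paper runs up in paired and down in unpaired mature females, as the arrays do, and the paper does not say whether its RNA was that of the arrays, so an exchange ahead of both stays open. A biological explanation, that PZQ moves each female group toward the vehicle state of the other, predicts an r of each response with the vehicle difference, paired minus unpaired, of the other replicate below −0.1 in paired and above 0.1 in unpaired females, and all 4 had the predicted sign, with −0.125 and −0.0171 in paired and 0.187 and 0.217 in unpaired females, but the weakest fell short. These explanations cannot be told apart here, because 2 replicates leave the vehicle difference itself poorly repeated (r = 0.211).

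The third pattern is the lean of the SAM calls, upward in paired and downward in unpaired mature females. Before LOWESS the median log2 of PZQ over control on an array was 0.58 to 1.33 in paired and −1.22 to −0.18 in unpaired mature females, an imbalance of total signal in the same sense. In paired males it was 0.37 and 0.76 in replicate 1 and −0.04 and 0.06 in replicate 2, with 54.9% of their SAM calls up. If signal left unequal by the normalization were the cause, another normalization could remove the lean, and the lowest shares under 2 others were 66.5% up and 61.9% down. The size of the lean thus moved with the normalization while its sense did not, and the imbalance may stem from the labelling or from the worms. A real shift of more transcripts one way cannot be told apart from it, because among females the imbalance follows the group.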

How the results depend on the processing

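SAM under 2 other normalizations and signal correlations over detected probes only were chosen after seeing the data, and the other alternatives before. Limma called 0 probes in every group, and this count stayed 0 with normexp and loess, median centring only, both filters, the slide as a random block, a fold over 1.5, the authors' table, the description's labels and each replicate left out. With the replicate number as a block, which the labels share but no source calls a pairing, all counts stayed 0. Same-numbered deviations correlated at −0.453 (paired with unpaired females), −0.394 (paired females with males) and 0.244 (unpaired females with males).

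Each group fitted alone gave 6 probes in paired and 22 in unpaired mature females. All 12 arrays gave 7 in unpaired mature females and 390 for the difference between the female groups. SAM on 4 arrays gave 703 in paired females, 3010 in unpaired mature females and 3237 in paired males, with overlaps of 343 and 140. With normexp and loess SAM gave 837, 2068 and 1492, and with median centring only 1346, 3065 and 4375. The signal correlation over detected probes was 0.863, 0.904 and 0.955. The cause was not tested in these cases.

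The correlation of responses between paired and unpaired mature females ranged from −0.541 to −0.205 with 1 replicate left out, and paired female replicate 1 decided its size (−0.205 without it). Between paired females and males it ranged from −0.147 to 0.576, reversed without paired female replicate 2. A single replicate left in a group was assumed to vary like the others. The other settings gave −0.485 to −0.408 and 0.192 to 0.523. Limma called 0 members of the gene lists over all probes under each setting planned for them, whereas SAM called members of most lists. Of 10 calls adjusted over the list alone, all 8 in females ended with the description's labels, 7 of 10 with the replicate number as a block, and all 10 with at least 1 replicate left out. Since the calls were made under the titles' labels, their loss under the description's does not tell which are right. Of 1404 values of named genes under alternatives, 32 passed a threshold that limma did not, all with SAM, and 1372 stayed on the same side of it, of which 49 changed sign. Signal over background limits the named female genes, many of which were near background in one condition. The normexp offset of 50 draws the ratios of such genes toward 0. Their smaller values with normexp and loess are therefore partly built into that setting.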

Differences from the paper's values

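The paper's counts use a q-value under 0.05 and a fold change over 1.5 on probes chosen in S1 Table, whereas the counts here use limma's adjusted p under 0.05 on all detected probes. The paper gives 486 genes as differentially expressed in paired females, 476 of them up-regulated, and limma called 0 and 0. Of the alternatives set before the data were examined, the methods' SAM on 4 arrays came within 1.5 times of both (703 and 674), and all others did not (6 probes at most for the first).

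The paper gives 1434 genes in unpaired mature females with 1109 down-regulated, and 1120 in paired males, where limma called 0, 0 and 0. No alternative set before the data were examined came within 1.5 times of these, with SAM at 3010, 2226 and 3237. SAM with normexp and loess, added after seeing the data, did, at 2068, 1280 and 1492. The paper gives 219 genes in both female lists, 210 of them opposite and 206 up in paired and down in unpaired mature females, and 48 in the lists of paired females and males. Here all 4 counts were 0, and SAM gave 343, 335, 325 and 140, so none set beforehand came within 1.5 times. The share of opposite directions in SAM's overlap, 97.7%, and of same directions between sexes, 85%, stand beside the paper's statement that most were opposite or similar.

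For the signal correlation between biological samples, the paper gives 0.94 ± 0.02 in paired males, 0.88 ± 0.02 in paired females and 0.87 ± 0.03 in unpaired mature females, where the arrays gave 0.965, 0.925 and 0.944. No alternative set before the data were examined brought them closer. Over detected probes only, chosen after seeing the values, they were 0.955, 0.863 and 0.904, the first 2 within the paper's error.

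Every named gene that the paper calls affected and that could be tested failed limma's threshold. Of the named genes, whether or not the paper calls them in that group, SAM on 4 arrays called RPS6KA5, INPP1, GNA12, TPM1, EXOC2, EXOC5, GSK3A, HPCAL1, PCSK2 and LCP1 up in paired females, ATP1A2, MAPK3, RPS6KA5, ARF6, INPP1, GNA12, EXOC2, EXOC5, CNN3 and tropomyosin down in unpaired mature females, and ACTN2, tropomyosin, MYH2, GRIN1, PMCA, SERCA, HPCAL1, CNN3, PCSK2, TPM1, EXOC2 and RPS6KA5 up in paired males. CNN3 in paired females, which the paper gives as up, had a log2 of 1.09 and was not called by SAM (q = 0.0523). Too dim to be tested were MAP2K6 in all groups, TUBGCP3, ABCB1, GRIN1, PMCA, SERCA and CaN in both female groups, and ATP1A2, MAPK3 and ARF6 in paired females.

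In S5 Table, 31 of 534 log2 values equal the log2 of the fold change beside them only after a shift of the decimal point, and 38 are of another size (tolerance 0.05). All 38 are in the list of paired females, which also holds 25 of the shifted ones. On the scale of the fold changes, none of the 39 values of named genes compared differed between S5 Table and the arrays by more than the SD between replicates or the rounding of the table (largest difference in log2 0.108). The array folds in paired females that Fig 5 prints, read by eye, are about 4.6 for MAPK3, about 4.8 for EXOC5, about 5.5 for LCP1 and about 4.5 for TPM1, where the arrays gave 3.35, 3.59, 3.55 and 3.54, on the log2 scale within the SD between replicates.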

Other observations

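Of the aminoacyl-tRNA synthetases, which the paper does not discuss and none of which passed, 6 of 12 tested in unpaired mature females were below 0 on all 4 arrays and 0 above (median log2 −0.35), with the phenylalanyl enzyme at −1.40 (SD 0.40, n = 2) and the aspartyl enzyme at −1.25 (SD 0.65), and in paired females 4 of 12 were above 0 and 0 below (median 0.46, from 0.07 in replicate 1 and 1.02 in replicate 2; 0.30 with normexp and loess and 0.70 with median centring only). The difference between the groups was not tested for the list. Of all detected probes, 19.4% were above 0 and 12.5% below on all 4 arrays of paired females. These shares were 16.3% and 26.3% in unpaired mature females and 23.0% and 23.0% in paired males. In paired males their median of 0.02 turned to −0.03 with median centring only. Of the redox defence probes, 7 of 10 were below 0 on all 4 arrays of paired males and 1 above, as for a thioredoxin-like protein at −0.81 (SD 0.06), with a median of −0.36 (−0.79 with median centring only). Their medians were −0.18 in paired females (−0.58 with median centring only) and 0.18 in unpaired mature females, and with female replicate 1 labelled by its descriptions −0.10 and −0.11. In unpaired mature females, a cell division cycle protein (Smp_037400) fell when adjusted over the list alone, to −2.01 (SD 0.24, adjusted p = 0.0273), and so did an alpha tubulin (Smp_016780), to −1.75 (SD 0.49, adjusted p = 0.0447), both with PZQ well above background on 2 of 4 arrays. Both calls ended with female replicate 1 labelled by its descriptions, at −0.70 and −0.72, with the replicate number as a block, without a filter, with the stricter filter, where neither was tested, and with 1 replicate left out. The first also ended with median centring only (adjusted p = 0.140) and the second with normexp and loess (0.104). With normexp and loess the log2 was −0.93 for the first and −1.06 for the second. With median centring only these were −2.14 and −1.91. The eggshell enzyme tyrosinase was above 0 on all 4 arrays of unpaired mature females (0.96, SD 0.04), and ferritin likewise (0.43, SD 0.37).

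The other lists held no call by limma, over all probes or adjusted over the list alone, in any group apart from those already given. Their counts are to be read against the shares over all detected probes given above. Vesicle traffic had 3 of 26 probes above 0 and 1 below on all 4 arrays in paired females, 2 and 9 in unpaired mature females, and 6 and 3 of 32 in paired males, where the median of 0.09 turned to −0.02 with median centring only. Tegument and surface probes had 2 above and 0 below of 10 in paired females, 1 and 3 in unpaired mature females and 1 and 2 in paired males. DNA replication and cell cycle had 4 above and 0 below of 13 in paired females. Splicing had 4 above and 6 below of 18 in paired males, and histones 2 of 4 below in paired females and 2 of 4 below in paired males. Tubulin and axonemal dynein had 4 above and 1 below of 17 in paired females, 2 and 5 in unpaired mature females and 3 and 4 in paired males. Calcium signalling had 7 above and 2 below of 14 in paired males (median 0.39, and 0.18 with median centring only) and 1 above and 4 below of 12 in unpaired mature females (−0.33, from −0.74 in replicate 1 and 0.20 in replicate 2, and −0.05 with female replicate 1 labelled by its descriptions). The ERK1/2 kinase Smp_142050, the 1 MAP kinase listed, had −1.08 (SD 1.00) in unpaired mature females and 0.03 there with female replicate 1 labelled by its descriptions. Of 2 tested ABC transporters 1 was below 0 on all 4 arrays of paired males, of 5 Na/K- and Ca-ATPases 2 were above and 1 below there, and the list of male markers found 0 probes in the annotation held. These genes were chosen as examples after their values were seen.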
